# Opposing roles of microRNA Argonautes during *Caenorhabditis elegans* aging

**DOI:** 10.1371/journal.pgen.1007379

**Published:** 2018-06-21

**Authors:** Antti P. Aalto, Ian A. Nicastro, James P. Broughton, Laura B. Chipman, William P. Schreiner, Jerry S. Chen, Amy E. Pasquinelli

## Abstract

Argonaute (AGO) proteins partner with microRNAs (miRNAs) to target specific genes for post-transcriptional regulation. During larval development in *Caenorhabditis elegans*, Argonaute-Like Gene 1 (ALG-1) is the primary mediator of the miRNA pathway, while the related ALG-2 protein is largely dispensable. Here we show that in adult *C*. *elegans* these AGOs are differentially expressed and, surprisingly, work in opposition to each other; *alg-1* promotes longevity, whereas *alg-2* restricts lifespan. Transcriptional profiling of adult animals revealed that distinct miRNAs and largely non-overlapping sets of protein-coding genes are misregulated in *alg-1* and *alg-2* mutants. Interestingly, many of the differentially expressed genes are downstream targets of the Insulin/ IGF-1 Signaling (IIS) pathway, which controls lifespan by regulating the activity of the DAF-16/ FOXO transcription factor. Consistent with this observation, we show that *daf-16* is required for the extended lifespan of *alg-2* mutants. Furthermore, the long lifespan of *daf-2* insulin receptor mutants, which depends on *daf-16*, is strongly reduced in animals lacking *alg-1* activity. This work establishes an important role for AGO-mediated gene regulation in aging *C*. *elegans* and illustrates that the activity of homologous genes can switch from complementary to antagonistic, depending on the life stage.

## Author summary

Tiny non-coding RNAs called microRNAs (miRNAs) are broadly conserved across animal species and have established roles in regulating development, metabolism and behavior. In humans, aberrant expression or function of specific miRNAs has been associated with a wide variety of diseases, underscoring the critical role of these molecules in organismal viability. Argonaute (AGO) proteins are essential co-factors for miRNAs to regulate the expression of target genes. In *C*. *elegans* nematodes, two highly related AGOs (ALG-1 and ALG-2; Argonaute-Like Genes) play largely overlapping roles in the miRNA pathway during development. Here we report that the activities of these two AGOs diverge in aging animals, as loss of ALG-1 shortens lifespan, while loss of ALG-2 extends it. These opposite longevity phenotypes are associated with differential regulation of specific miRNAs and protein-coding genes that act in the Insulin/ IGF-1 Signaling (IIS) pathway. Furthermore, we present genetic evidence that *alg-1* and *alg-2* operate within this pathway to impact aging. In sum, our findings reveal that two related AGOs function antagonistically within the conserved insulin signaling pathway that regulates longevity.

## Introduction

As components of the microRNA (miRNA) induced silencing complex (miRISC), miRNAs use partial base pairing to tether Argonaute (AGO) and associated proteins to specific target RNAs, typically resulting in RNA destabilization [1]. Each miRNA has multiple targets and regulation of individual targets ranges from fine-tuning to robust silencing [2]. Across multicellular organisms, miRNAs play integral roles in many different pathways, and changes in miRNA expression or function have been linked to numerous human diseases, including cancer, heart ailments and neuronal pathologies [3, 4].

Target regulation by miRNAs is dependent on the availability and function of AGO proteins. Of the 25 different AGOs in *C*. *elegans*, only three appear to be dedicated to the miRNA pathway [5–7]. ALG-1 (AGO-Like Gene 1) and ALG-2 are broadly expressed and bind most miRNAs, whereas ALG-5 is restricted to the germline and associates with a small subset of miRNAs [5, 8]. The *alg-1* and *alg-2* genes encode proteins that are over 75% identical at the amino acid level and appear to share similar spatiotemporal expression patterns during embryogenesis and larval development [8, 9]. Although *alg-1* loss-of-function mutants exhibit mild to severe developmental defects, *alg-2* null mutants appear to develop normally [6, 8–10]. Furthermore, global misregulation of miRNA biogenesis and target regulation is observed in animals deficient in *alg-1* alone [10–12]. Although *alg-2* cannot fully compensate for the absence of *alg-1* during larval development, embryonic lethality is only observed when both of these AGOs are depleted [6, 8]. Additionally, loss of either *alg-1* or *alg-2* results in a reduced brood size, decreased numbers of oocytes and defects in ovulation [5, 13, 14]. Overall, ALG-1 appears to serve as the primary AGO for the miRNA pathway during development with ALG-2 contributing mostly redundant functions.

MiRNA activity is also important for the viability of adult *C*. *elegans*. Depletion of *alg-1* or *alg-2* by RNAi has been shown to reduce the lifespan of adult animals [15, 16]. Likewise, animals deficient in Pasha/ DGCR8, an RNA binding protein required for the processing of most miRNAs, are short lived [17]. Thus, the general loss of mature miRNAs or the AGOs needed for their function reduces lifespan. However, individual miRNAs have also been found to regulate nematode longevity. In some instances loss of specific miRNAs (lin-4, miR-71, miR-238, miR-246 or miR-228) has resulted in shortened lifespan, whereas in others (miR-80 or miR-239a/b) lifespan extension has been observed [18–23]. Presumably, misregulation of specific targets in the miRNA mutant backgrounds is responsible for the effects on lifespan. In the case of *lin-4* mutants, up-regulation of the *lin-14* target seems to underlie the reduced lifespan of this strain [18]. In general though, it is largely unknown how the changes in gene expression caused by loss of individual miRNAs or their AGO cofactors affect aging.

Studies in *C*. *elegans* and other short-lived model animals have revealed that organismal lifespan is shaped by several, partially distinct, genetic pathways. Reduced insulin signaling, dietary restriction, diminished mitochondrial respiration, and germline removal are all examples of conditions that increase longevity in a conserved fashion [24]. In *C*. *elegans*, the lin-4 miRNA functions within the Insulin/ IGF-1 signaling (IIS) pathway [18], miR-80 responds to dietary restriction [23], and let-7 family miRNAs promote the longevity of animals lacking germ cells [25].

In the canonical *C*. *elegans* IIS pathway, insulin-like peptides bind and activate the Insulin/ IGF-1 receptor DAF-2, which leads to a signaling cascade that ultimately phosphorylates the FOXO transcription factor DAF-16 and sequesters it from the nucleus [26]. In long-lived *daf-2* mutants, phosphorylation-mediated inhibition of DAF-16 is relieved, allowing it to enter the nucleus and induce the expression of downstream targets that promote longevity. These up-regulated genes (Class I) are considered to be under the direct regulation of DAF-16 [27, 28], whereas another set of genes (Class II), involved in growth and development, undergo down-regulation when DAF-16 is active [27, 28]. Upon increased insulin signaling, the transcription factor PQM-1 localizes to the nucleus and induces the expression of Class II genes, while DAF-16 is restricted to the cytoplasm [28]. When insulin signaling is reduced, DAF-16 enters the nucleus and promotes the expression of Class I genes; at the same time, PQM-1 exits the nucleus, effectively preventing Class II gene transcription. Overall, shifts in the balance between Class I and Class II gene expression contribute to the lifespan phenotypes of mutants in the IIS pathway [28].

In this study, we discovered that the miRNA AGOs, ALG-1 and ALG-2, have distinct expression patterns and activities in aging *C*. *elegans*. We show that during adulthood the expression of *alg-1* is rapidly down-regulated, whereas that of *alg-2* is sustained. Surprisingly, the maintenance of *alg-2* does not simply provide a replacement for *alg-1* activity. Instead, we found that the two AGOs play opposing roles during adulthood, with *alg-1* promoting longevity and *alg-2* suppressing it. We detected differential expression patterns for specific miRNAs in *alg-1* and *alg-2* mutants that were consistent with their opposite lifespan phenotypes. Although largely distinct sets of protein-coding genes were misregulated in each of the AGO mutants, they converged on the IIS longevity pathway. We observed that Class I *daf-16* targets were enriched in the genes down-regulated in *alg-1* or up-regulated in *alg-2* mutants. Consistent with these expression patterns, the extended lifespan of *daf-2*, which requires active *daf-16*, was significantly reduced in *alg-1* mutants. Moreover, we found that *daf-16* and two Class I genes, *cest-1* and *asah-1*, were required for the enhanced longevity of *alg-2* mutants. Altogether, our studies reveal opposing roles for two miRNA AGOs in the conserved IIS longevity pathway.

## Results

### Differential expression of ALG-1 and ALG-2 during adulthood in *C*. *elegans*

Previous studies have shown that the predominant miRNA Argonautes, ALG-1 and ALG-2, are expressed constitutively in developing *C*. *elegans*, with the highest levels detected in embryos [5, 8]. To analyze the expression of these AGOs in adult animals, we used genome editing methods [29] to tag the N-termini of the protein-coding sequences of the endogenous *alg-1* and *alg-2* genes with FLAG::GFP (ALG-1) or FLAG::RFP (ALG-2) moieties. To confirm that the tagged AGO proteins retained function, we subjected the strains to a sensitive phenotypic assay. The individual loss of *alg-1* or *alg-2* has no effect on embryonic viability. However, disruption of both genes results in nearly complete embryonic lethality [6, 8, 30]. While depletion of *alg-2* by RNAi caused highly penetrant embryonic lethality in *alg-1(gk214)* loss-of-function mutants, the same RNAi treatment had no effect on embryo viability in the GFP::ALG-1 strain, demonstrating functionality of the edited gene (S1 Fig). Likewise, *alg-1 (RNAi)* resulted in embryonic lethality in *alg-2(ok304)* mutants but not in the RFP::ALG-2 strain, confirming that the edited *alg-2* gene retained function (S1 Fig). The tagged genes produced the expected size AGO proteins, as detected with an anti-FLAG antibody (Fig 1A and 1B). While ALG-2 levels remained relatively constant from the fourth larval stage (L4) through day 11 of adulthood, ALG-1 levels decreased precipitously during adulthood (Fig 1A and 1B). The rapid decline in ALG-1 expression as animals entered adulthood was also observed using antibodies against the untagged ALG-1 protein in wildtype, as well as in the sterile *spe-9(hc88)* strain (see later for examples).

**Fig 1:**
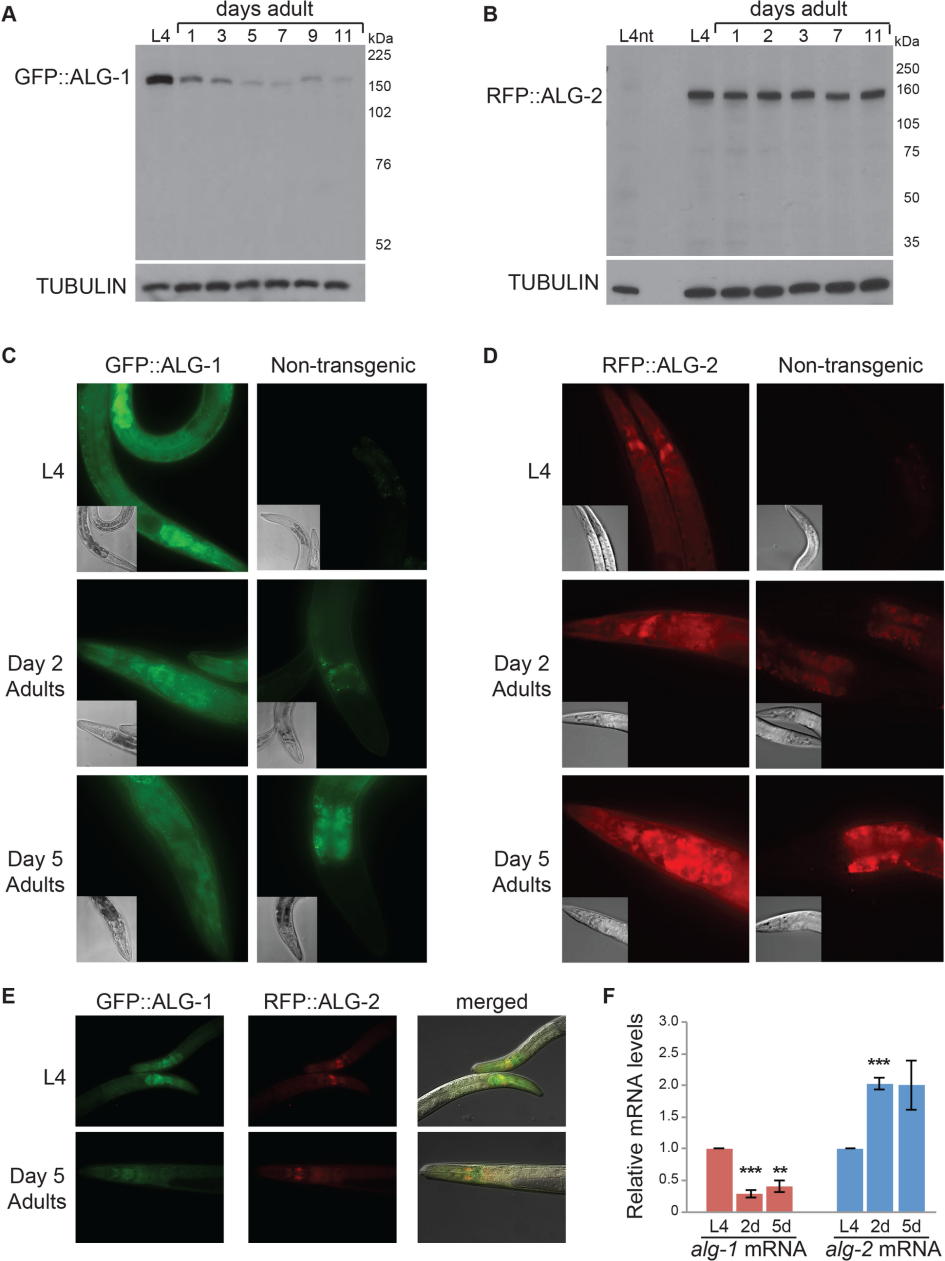
Expression of ALG-1 and ALG-2 during adulthood. **(A)** Western blot of FLAG::GFP-tagged ALG-1 in protein samples from L4 and adult stage transgenic animals. Tubulin levels serve as a loading control. **(B)** Western blot of FLAG::RFP-tagged ALG-2 in protein samples from L4 and adult stage transgenic animals. A sample from L4 stage non-transgenic (nt) animals demonstrates the specificity of the anti-FLAG antibody. Tubulin levels serve as a loading control. **(C)** Expression of endogenous ALG-1 tagged with GFP in L4, 2d and 5d adult animals visualized by fluorescence microscopy. The panels of non-transgenic animals show that auto-fluorescence contributes to the signal detected in the intestine of adults. Micrographs were captured at 40x magnification with 26 ms exposure. **(D)** Expression of endogenous ALG-2 tagged with RFP in L4, 2d and 5d adult animals visualized by fluorescence microscopy. The panels of non-transgenic animals show that auto-fluorescence contributes to the signal detected in the intestine of adults. Micrographs were captured at 40x magnification with 450 ms exposure. **(E)** Simultaneous expression of GFP::ALG-1 and RFP::ALG-2 in L4 and 5d adult animals visualized by fluorescence microscopy. Micrographs were captured at 40x magnification with equivalent exposures at L4 and 5d adult stages. **(F)** qRT-PCR analyses of *alg-1* and *alg-2* mRNA levels in adults relative to L4 stage in the *spe-9(hc88)* strain, averaged from three independent experiments. The sterile *spe-9* background was used to avoid potential signal from progeny animals. The error bars represent SEMs. **P<0.01, ***P<0.001 (t-test).

Analysis of GFP::ALG-1 and RFP::ALG-2 in live animals revealed broad spatial expression patterns for these AGOs (Fig 1C and 1D). In agreement with a previous study [8], we observed that both proteins were expressed in most somatic cells but exhibited some tissue specificity in the head region. Pharyngeal cells predominantly expressed GFP::ALG-1, while certain head neurons adjacent to the pharynx were enriched for RFP::ALG-2 (Fig 1C–1E). Consistent with the Western blot results, there was a global decline in expression of GFP::ALG-1 but not RFP::ALG-2 as the animals aged (Fig 1C–1E). We also analyzed the mRNA levels of *alg-1* and *alg-2*, using the sterile *spe-9(hc88)* background to avoid signal from progeny developing inside of adult animals. Similar to the pattern of ALG-1 protein expression, we observed strong down-regulation of *alg-1* mRNA levels in adult compared to L4 stage animals (Fig 1F), as previously reported [31]. Likewise, levels of *alg-2* mRNA were unchanged or slightly elevated in adult versus L4 animals (Fig 1F), mirroring the expression of ALG-2 protein. Altogether, these results indicate that *alg-1* and *alg-2* have distinct spatial and temporal expression patterns.

### Opposite effects of *alg-1* and *alg-2* on lifespan

The differential regulation of *alg-1* and *alg-2* expression at the onset of adulthood prompted us to investigate potential roles for these AGOs in aging. It was previously shown that depletion of *alg-1* by RNAi treatment starting at the L4 stage leads to a shortened lifespan [15]. Consistent with this observation, we found that *alg-1(gk214)* loss-of-function mutants, which display mild developmental defects [10], have an average lifespan that is significantly shorter than that of WT (Fig 2A; S1 Table). Surprisingly, *alg-2(ok304)* loss-of-function mutants exhibited the opposite lifespan phenotype, living significantly longer than WT animals (Fig 2A; S1 Table). Initially, these results seemed to contradict a previous report that RNAi of *alg-2* shortens the lifespan of WT and long-lived *daf-2* mutant animals [16]. In that study, RNAi targeted a conserved domain in the *alg-2* coding sequence (CDS), which shares a high degree of similarity with *alg-1* (Fig 2B). To specifically repress *alg-2* alone, we created an RNAi construct for targeting the *alg-2* 3’UTR, which lacks extensive sequence homology with *alg-1*. When WT animals were subjected to RNAi targeting either the *alg-2* CDS or the 3’UTR, we observed opposite lifespan phenotypes (Fig 2C; S1 Table). In agreement with the aforementioned study [16], the original *alg-2 CDS (RNAi)* caused a significantly shortened lifespan. However, the extended lifespan of animals treated with *alg-2 3’UTR (RNAi)* was consistent with the phenotype of *alg-2(ok304)* genetic mutants. To further establish that lifespan extension was specifically associated with loss of *alg-2* activity, we created a new *alg-2* loss-of-function allele. The new *alg-2(ap426)* allele has an 8-nt deletion in the second exon (Fig 2B), which leads to a frameshift mutation and brings a premature stop codon into frame. The inability of this strain to produce viable embryos when treated with *alg-1 (RNAi)* confirmed that *alg-2(ap426)* is a new loss-of-function allele (S1 Fig). As observed for the *alg-2(ok304)* mutant, the lifespan of the *alg-2(ap426)* strain was significantly extended in comparison to WT animals (Fig 2D; S1 Table). Although both *alg-2* genetic mutant strains exhibit increased longevity, the reason for the difference in the degree of lifespan extension is unclear. In summary, our studies show that miRNA AGOs play opposing roles during aging in *C*. *elegans* and suggest that *alg-1* positively regulates lifespan, whereas *alg-2* negatively impacts it.

**Fig 2:**
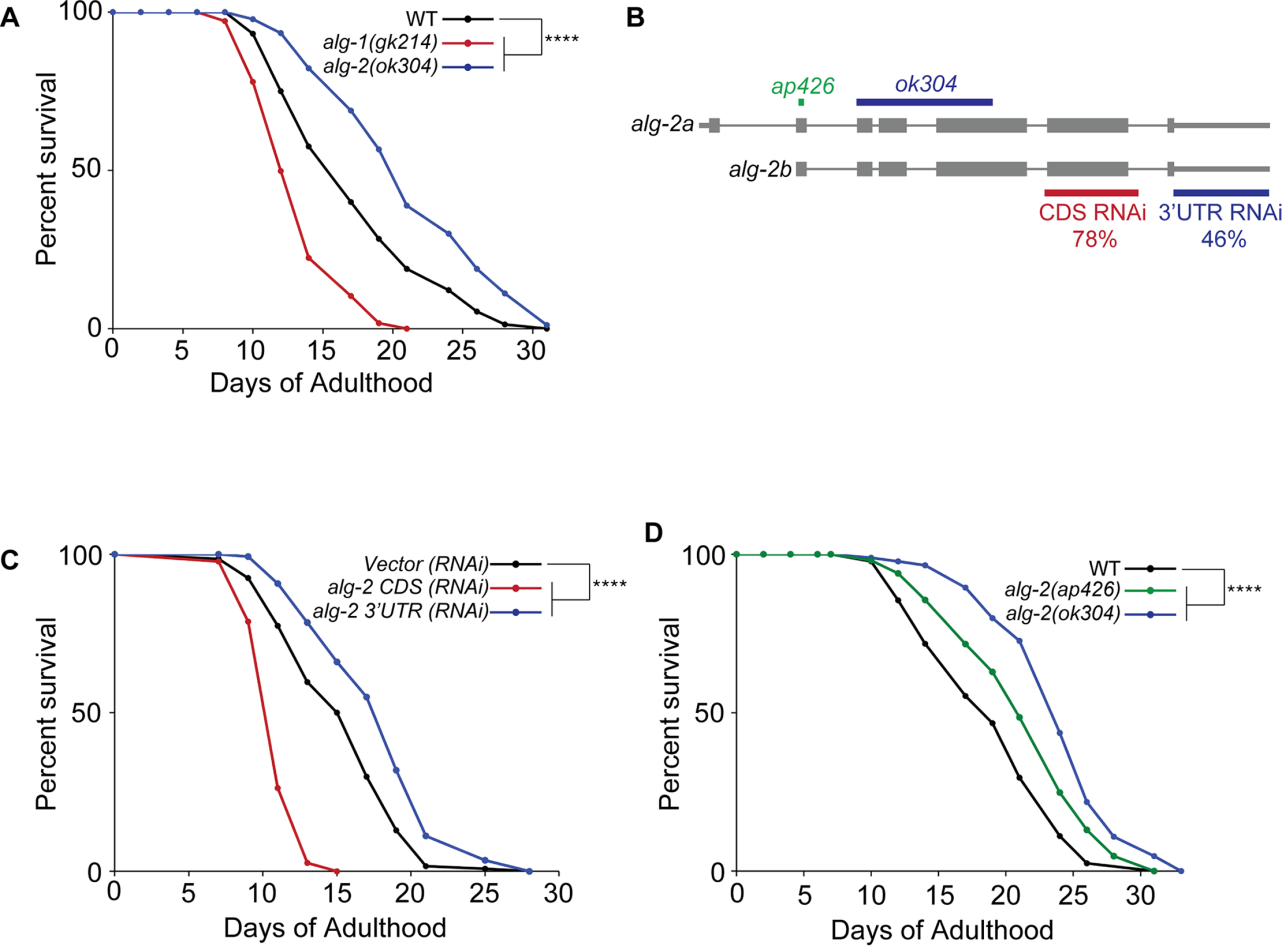
Opposite effects of *alg-1* and *alg-2* on lifespan. **(A)** Survival curves showing reduced lifespan in *alg-1(gk214)* (red) and increased lifespan in *alg-2(ok304)* (blue) compared to WT (black). ****P<0.0001 (log-rank). Statistical analyses of each replicate for all lifespan assays are shown in S1 Table. **(B)** Gene structure of *alg-2* (a and b isoforms) depicting regions targeted by RNAi and locations of genetic mutations. Sequence identity with *alg-1* in regions covered by the *alg-2* RNAi constructs is indicated by percentages. Locations of *ap426* and *ok304* deletions are depicted in green and blue, respectively (see text for details). **(C)** Survival curves showing opposite effects of RNAi targeting the coding sequence (CDS) (red) versus the 3’UTR (blue) of *alg-2* compared to vector control RNAi (black). ****P<0.0001 (log-rank). **(D)** Survival curves showing that, compared to WT (black), a new *alg-2* loss of function strain (*alg-2(ap426)*) (green) has an extended lifespan similar to that of *alg-2(ok304)* (blue). ****P<0.0001 (log-rank).

### Increased expression of *alg-1* is insufficient for lifespan extension

Since loss of *alg-1* reduces *C*. *elegans* lifespan and expression of this AGO was observed to be down-regulated with age, we considered the possibility that *alg-2* mutants might express higher levels of ALG-1 and depend on this factor for their extended lifespan phenotype. Consistent with this idea, we found that the lifespan of *alg-2(ok304)* mutants was significantly shortened when *alg-1* was depleted by RNAi starting at the L4 stage (Fig 3A; S1 Table). The lifespan of the *alg-2(ok304)* animals subjected to *alg-1 (RNAi)* was even shorter than that of WT animals treated with *alg-1 (RNAi)*, indicating that loss of both miRNA AGOs during adulthood greatly reduces survival. Furthermore, we detected higher ALG-1 protein levels in *alg-2(ok304)* adults (Fig 3B). The sterile *spe-9(hc88)* background was used for analyses of ALG-1 protein levels to restrict detection to adult tissues. Although ALG-1 protein expression still decreased in the *alg-2* mutant background, the levels were about 2-fold higher at days 2 and 5 of adulthood compared to the ALG-1 levels in WT animals (Fig 3B). The increased expression of ALG-1 in *alg-2(ok304)* mutants was also apparent in live animals, as detected by GFP::ALG-1 fluorescence (Fig 3C).

**Fig 3:**
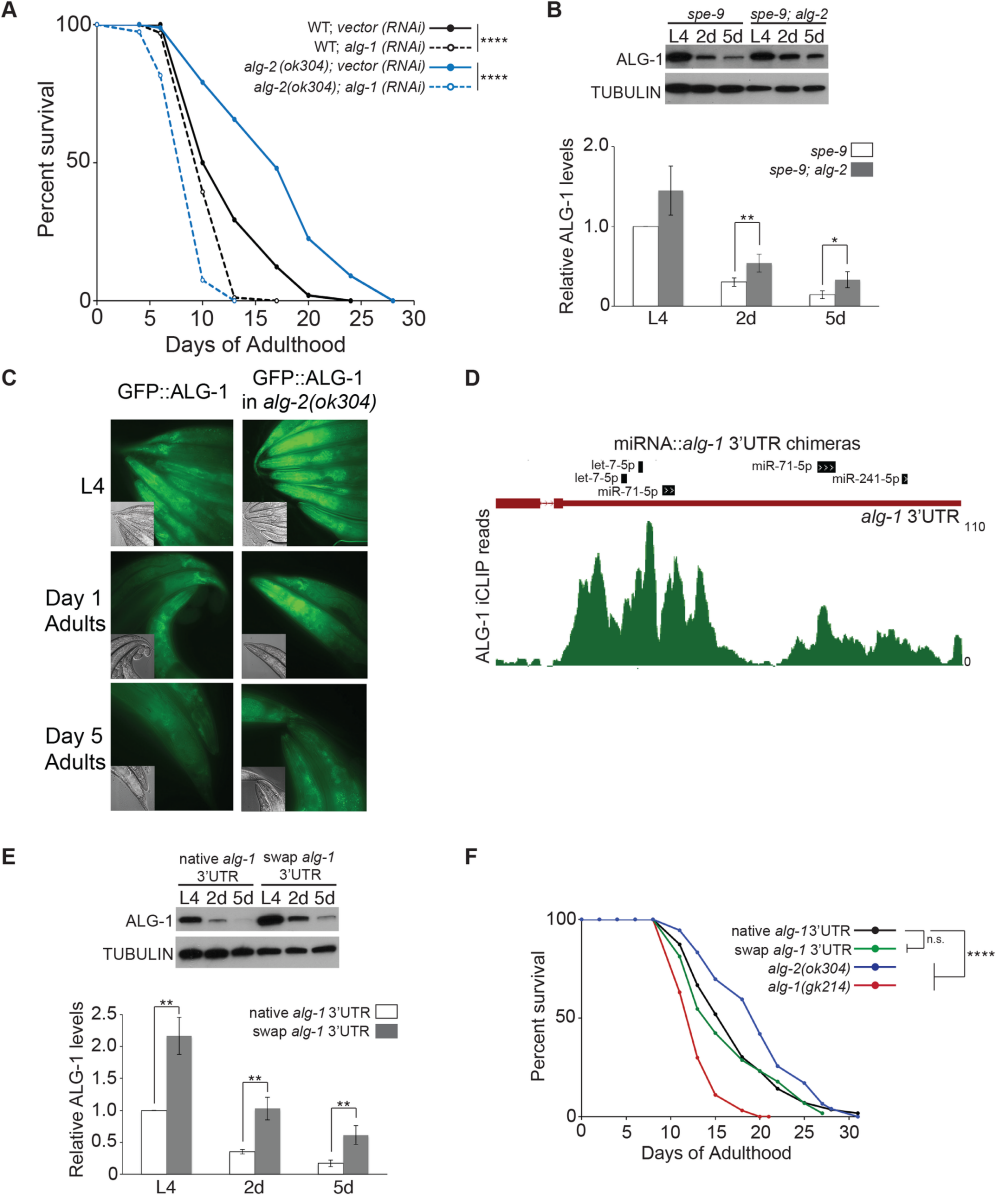
Increased *alg-1* is insufficient for lifespan extension. **(A)** Survival curves of WT (black) and *alg-2(ok304)* (blue) strains transferred to vector control (solid) or *alg-1* (dashed) RNAi at the L4 stage. ****P<0.0001 (log-rank). **(B)** Top: Western blot of ALG-1 protein levels in *spe-9(hc88)* and *spe-9(hc88); alg-2(ok304)* animals during L4 and adulthood. Bottom: Quantification of protein levels from four independent experiments. The samples were normalized to L4, and the error bars represent SEMs. **P<0.01, *P<0.05 (t-test). **(C)** Expression of endogenous ALG-1 tagged with GFP in WT versus *alg-2(ok304)* backgrounds visualized by fluorescence microscopy. Micrographs of heads & tails were captured at 40x magnification with 76 ms exposure. **(D)** Depiction of ALG-1 and miRNA binding sites in the *alg-1* 3’UTR detected by iCLIP and miRNA::target chimera analyses reported in Broughton et al., 2016 [32]. **(E)** Top: Western blot of ALG-1 protein levels expressed from the gene containing its native or a swapped 3’UTR during L4 and adulthood. Bottom: Quantification of protein levels from three independent experiments. The samples were normalized to WT L4, and the error bars represent SEMs. **P<0.01 (t-test). **(F)** Survival curves of the indicated strains, showing that replacement of the native *alg-1* 3’UTR with the Y45F10D.4 (swap) 3’UTR is not sufficient to produce a lifespan phenotype. Not significant (n.s.); ****P<0.0001 (log-rank).

To test if elevated ALG-1 expression would be sufficient to induce longevity phenotypes, we created a new allele of *alg-1*. Since ALG-1 targets its own 3’UTR via multiple miRNA binding sites (Fig 3D) [12, 31, 32], we reasoned that replacement of the entire endogenous 3’UTR with one considered not to be a target of the miRNA complex might result in higher expression of ALG-1. The gene *Y45F10D*.*4* was chosen because it appears to be stably expressed, is commonly used as a control gene in quantitative RT-PCR experiments, and its short 3’UTR lacks ALG-1 binding sites [12, 33, 34]. Replacement of the native *alg-1* 3’UTR with that of *Y45F10D*.*4* (swap 3’UTR) resulted in ~2-fold increase in ALG-1 protein levels (Fig 3E), which was similar to the degree of up-regulation observed at days 2 and 5 of adulthood in *alg-2(ok304)* mutants (Fig 3B). Also comparable to *alg-2* mutants, ALG-1 protein levels expressed from the edited gene still decreased as the animals transitioned from L4 to adult stages. This is likely due to transcriptional repression of *alg-1*, as a GFP-reporter driven by the *alg-1* promoter is down-regulated in adult compared to L4 animals (S2 Fig). Overall, these results indicate that 3’UTR-mediated regulation does not fully account for the decline in ALG-1 levels during adulthood.

When we performed lifespan assays, we detected no significant difference between strains with the *alg-1* gene affixed to its native 3’UTR or to the swapped 3’UTR (Fig 3F; S1 Table), which produced ALG-1 protein at levels similar to that of *alg-2(ok304)* (Fig 3B and 3E). It therefore seems unlikely that the dependence of *alg-2* on *alg-1* for increased lifespan (see Fig 3A) is simply through up-regulation of ALG-1 protein. Instead, it is possible that, while the loss of both miRNA AGOs is detrimental, ALG-1 and ALG-2 have some unique targets whose misregulation contributes to the opposite longevity phenotypes.

### Distinct miRNA and mRNA expression patterns in *alg-1* and *alg-2* mutants

Previous studies have implicated several individual miRNAs as regulators of *C*. *elegans* lifespan (Fig 4A) [18, 20, 23]. To test if the expression of these aging-associated miRNAs is altered in *alg-1* and *alg-2* mutants, we analyzed their levels in RNA samples collected from WT and each of the AGO mutants at day 5 of adulthood. Day 5 was chosen because by this point the animals are mostly post-reproductive but still viable. In this panel, only two miRNAs, lin-4 and miR-71, were specifically down-regulated in *alg-1* but not *alg-2* mutants (Fig 4A). Conversely, the levels of miR-239a/b were increased in *alg-1(gk214)* and decreased in *alg-2(ok304)* (Fig 4A). These differential expression patterns in the AGO mutants are consistent with previously reported longevity phenotypes associated with these miRNAs; *lin-4* or *miR-71* mutants exhibit shortened lifespans, whereas *miR-239a/b* mutants display enhanced longevity [18, 20]. We also asked if there was preferential binding to either AGO by the aging-associated, or any other miRNAs, in day 5 adults. Through co-immunoprecipitation assays, thirteen and eleven different miRNAs were found to be predominantly associated with ALG-1 or ALG-2, respectively (Fig 4B and S2 Table). Notably, lin-4 and miR-71 were among the miRNAs enriched for binding to ALG-1 compared to ALG-2 (Fig 4B and S2 Table). This preference could underlie the reduced levels of lin-4 and miR-71 in *alg-1* mutant animals (Fig 4A), since AGO-association stabilizes mature miRNAs [35].

**Fig 4:**
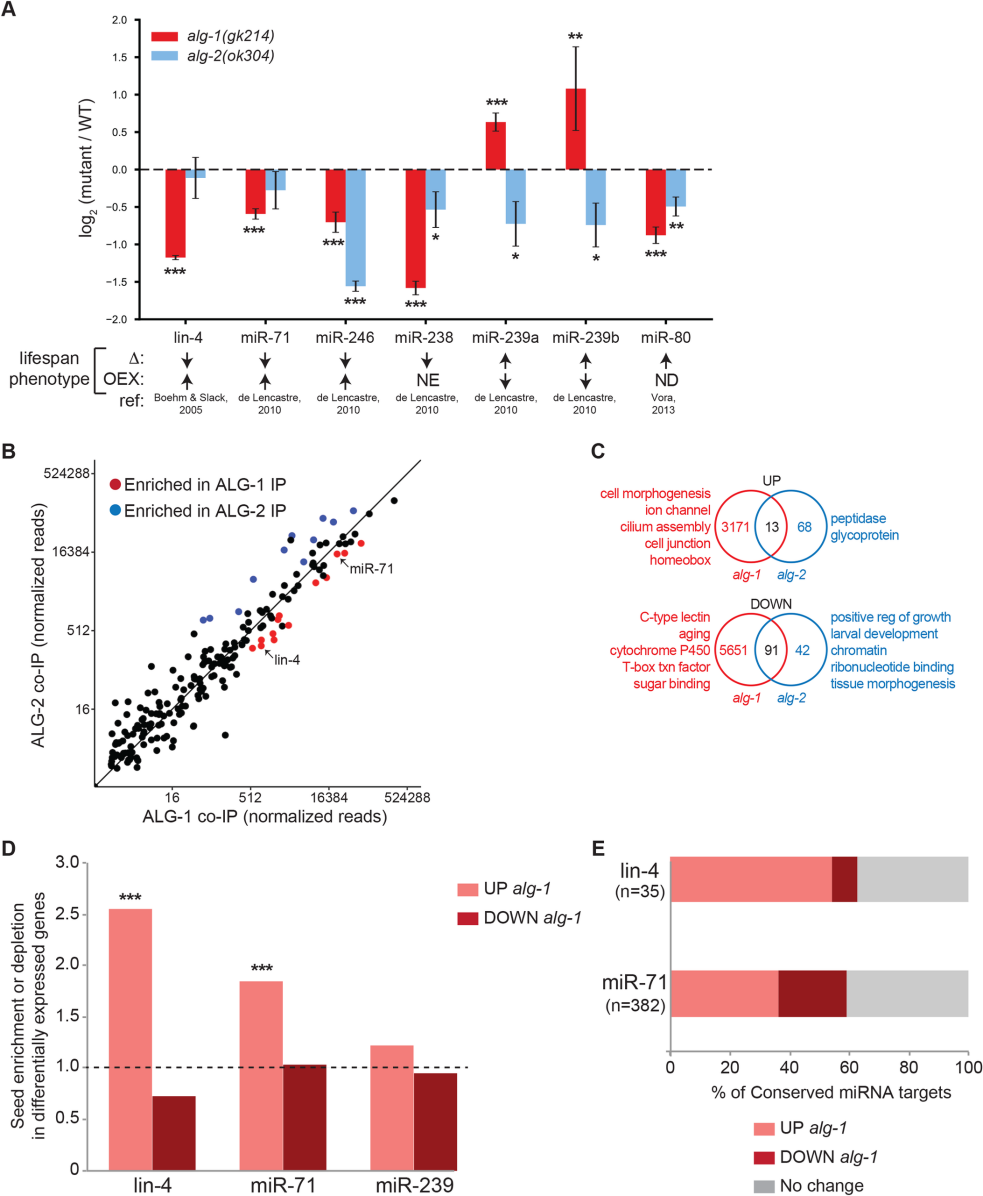
Altered miRNA and mRNA expression in *alg-1* and *alg-2* mutants. **(A)** TaqMan analyses of the indicated miRNAs in *alg-1(gk214)* (red) and *alg-2(ok304)* (blue) compared to WT animals at day 5 of adulthood, averaged from five independent experiments. The error bars represent SEMs. *P<0.05, **P<0.01, ***P<0.001 (t-test). The published lifespan phenotypes observed with reduced expression (Δ), overexpression (OEX), and corresponding references (ref) are indicated. ↑ (increased lifespan), ↓ (decreased lifespan), NE (no effect), ND (not determined). **(B)** Enrichment of specific miRNAs with ALG-1 (red) or ALG-2 (blue) detected by sequencing of small RNAs that co-immunoprecipitated (co-IP) with each AGO protein at day 5 of adulthood averaged from 2 independent experiments. See S2 Table for a complete list of miRNAs reproducibly enriched for association with ALG-1 or ALG-2. **(C)** Overlap of all genes significantly (*P*<0.05) up- or down-regulated at day 5 of adulthood in *alg-1(gk214)* (red) and *alg-2(ok304)* (blue) compared to WT animals. Overlap of down-regulated genes in *alg-1(gk214)* and *alg-2(ok304)* is more than expected by chance (*P*<0.0001, hypergeometric test). The top ranked gene ontology terms identified by DAVID analysis are listed. See S3 Table and S4 Table for complete RNA-seq and DAVID results. **(D)** Enrichment and depletion of seed pairing (nucleotides 2–7) for the indicated miRNAs with genes differentially expressed in *alg-1(gk214)* versus WT animals. The fold difference shown is in comparison to the fraction of seed-pairing sites detected in genes with unchanged expression patterns in the *alg-1* mutants. ***P<0.0001 (Chi Squared with Yates Correction). **(E)** Percent of conserved lin-4 and miR-71 targets predicted by TargetScan [36, 37] that are differentially regulated in *alg-1(gk214)*.

Based on the differences in miRNA expression and AGO-binding, we predicted that distinct sets of protein-coding genes would be misregulated in *alg-1* and *alg-2* mutants. 

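The transcriptomes of *alg-2(ok304)*, *alg-1(gk214)* and WT adults grown at 20°C were sequenced at adult day 5, with 3 independent samples of each strain and 9 samples in all. The genes *alg-1* and *alg-2* encode the miRNA Argonautes, and gk214 and ok304 are the mutant alleles. One field of the sample labels gives the allele of the *alg-2* animals as gk214, while the descriptions of the same samples and the paper give ok304, which is used here. The authors mapped the reads to the ce10 genome with RNA-STAR, counted them per gene with HTSeq and compared each mutant with WT in DESeq. The files used here hold the outcome of these 2 comparisons, a log2-fold change and an adjusted p for each gene identifier. Values of single samples were not used here, so that the depth of the samples and the spread between replicates could not be computed. Each of the authors' deposited tables lists 41114 identifiers, and 29244 of them have a log2-fold change. An adjusted p is given for 20605 identifiers in the authors' deposited table of *alg-1(gk214)* and for 12046 in the authors' deposited table of *alg-2(ok304)*, and these 12046 are all among the 20605. A gene was counted as up- or down-regulated when its adjusted p was under 0.05, the threshold of Fig 4C. The limit on the adjusted p, a minimum fold change and the centring of the log2-fold changes are the choices that could change the counts. Chromosomes were taken from the Ensembl annotation of WBcel235, which matched 40631 of the identifiers and is of a later assembly than ce10, so that no coordinates are given. As a check of the strains, the authors' deposited table gives *alg-2* (T07D3.7a, chromosome II) a log2-fold change of −3.89 in *alg-2(ok304)* (adjusted p = 4.04e-101). In *alg-1(gk214)*, *alg-1* (F48F7.1b, chromosome X) has a log2-fold change of −0.51 in the authors' deposited table (adjusted p = 0.00706). A centring chosen after seeing the data subtracts the median log2-fold change in *alg-1(gk214)* of the 12046 identifiers tested in both mutants. Every recentring below uses this median. Relative to it, *alg-1* had a log2-fold change of −0.15 (adjusted p = 0.513).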

Transcriptome profiling revealed extensive changes in gene expression in the *alg-1(gk214)* mutants compared to WT day 5 adults. We detected significant up-regulation of 3,184 and down-regulation of 5,742 genes in the *alg-1(gk214)* mutants (S3 Table). In contrast, only 81 and 133 genes were up- or down-regulated, respectively, in *alg-2(ok304)* mutants compared to WT animals (S3 Table). 

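At an adjusted p under 0.05, the authors' deposited table for *alg-1(gk214)* holds 3184 up-regulated and 5742 down-regulated identifiers, so that 35.7% of the changed identifiers were up. Among called genes the up-regulated ones changed more, with a median log2-fold change, computed from the authors' deposited table, of 1.64 against −0.69 for the down-regulated genes. These medians cover calls only. Identifiers tested in *alg-1(gk214)* only hold 1399 of the up calls and 300 of the down calls, so the sets differ in more than direction. The balance differed between genes that were tested in both mutants and genes tested in *alg-1(gk214)* only. Of the 12046 identifiers with an adjusted p in both of the authors' deposited tables, 1785 were up and 5442 were down (24.7% up), and their median log2-fold change in *alg-1(gk214)* was −0.36. Among the 8559 identifiers with an adjusted p only in the authors' deposited table of *alg-1(gk214)*, 1399 were up and 300 were down (82.3% up). Whether a gene was tested in *alg-2(ok304)* depends on its reads, so that a gene with few reads in WT and more in *alg-1(gk214)* can enter this set because it rose, and its balance is not independent of the change. A minimum of 2-fold moved the count of down-regulated genes most, to 801, with 2426 up. Recentring on the −0.36 of the 12046 identifiers was chosen after seeing the data and moved the count of up-regulated genes most. It left 4745 identifiers up and 2840 down (62.6% up). Over all 20605 identifiers tested in *alg-1(gk214)* the median was −0.02, so that the shift depends on the identifiers used. A recentring on −0.02 was not run. The smallest adjusted p in the authors' deposited table belonged to *fmi-1* (F15B9.7, chromosome V), with a log2-fold change of 4.09 (adjusted p = 3.26e-125). Among the down-regulated genes, it belonged to *dod-24* (C32H11.12, chromosome IV), for which the authors' deposited table gives a log2-fold change of −5.80 (adjusted p = 8.87e-58).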

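The authors' deposited table for *alg-2(ok304)* holds 81 up-regulated and 133 down-regulated identifiers among the 12046 with an adjusted p, and the median log2-fold change of these 12046 was 0.01. The counts moved with the limit on the adjusted p. At 0.1, the authors' deposited table gives 139 up and 260 down, and at 0.01 it gives 36 up and 43 down. After *alg-2* itself, the smallest adjusted p among the down-regulated genes in the authors' deposited table was that of *haf-6* (Y48G8AL.11, chromosome I), with a log2-fold change of −1.93 (adjusted p = 5.93e-61). The heat shock gene *hsp-25* (C09B8.6c.1, chromosome X) has a log2-fold change of −3.48 in the authors' deposited table (adjusted p = 6.49e-42). The largest fall among these genes in the authors' deposited table was that of the pseudogene Y102A5C.5 on chromosome V, with a log2-fold change of −8.86 (adjusted p = 8.86e-23), and Y102A5C.6, its neighbor, fell with it, with a log2-fold change of −8.40 (adjusted p = 2.47e-52). Among the up-regulated genes, the snoRNA F59C6.15 on chromosome I has the smallest adjusted p in the authors' deposited table, with a log2-fold change of 5.61 (adjusted p = 3.89e-55). It is followed in the authors' deposited table by *gly-20* (C03E10.4.1, chromosome V), with a log2-fold change of 1.38 (adjusted p = 1.57e-24), which lies next to *clec-223* (C03E10.5), with a log2-fold change of 4.67 (adjusted p = 2.57e-22).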

Notably, there was minimal overlap in genes up-regulated in both AGO mutants (Fig 4C), and each set of genes was enriched for distinct Biological Process Gene Ontology (GO) terms (Fig 4C; S4 Table). 

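Among the 12046 identifiers that could be called in both mutants, 13 of the 81 genes up in *alg-2(ok304)* were also up in *alg-1(gk214)* (16.0%), where 12.0 would be expected (1.08-fold, p = 0.424, one-sided exact hypergeometric test). Both comparisons use the same WT samples, so the gene sets are not independent. With all 41114 listed identifiers as background, 6.27 genes would be expected (2.07-fold, p = 0.00916, one-sided exact hypergeometric test). With the *alg-1(gk214)* log2-fold changes recentred on their median, chosen after seeing the data, 30 genes were up in both against 19.1 expected (1.57-fold, p = 0.00434, one-sided exact hypergeometric test). The first annotation cluster that S4 Table lists for genes up in *alg-1(gk214)* opens with cell projection organization and has 42 genes. The paper chose them from genes up at least 2-fold in *alg-1(gk214)*. Of these 42, 21 had an adjusted p in *alg-2(ok304)*, and 0 of these were changed there, with 1 at an unadjusted p under 0.05 as recovered from the adjusted values. The first cluster for genes up in *alg-2(ok304)* opens with serine hydrolase activity and has 7 genes. In *alg-1(gk214)*, 5 of these 7 were down and 1 was up. Of all 81 genes up in *alg-2(ok304)*, 44 were down in *alg-1(gk214)*, as were 5442 of the 12046 identifiers.

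**Figure D1:**
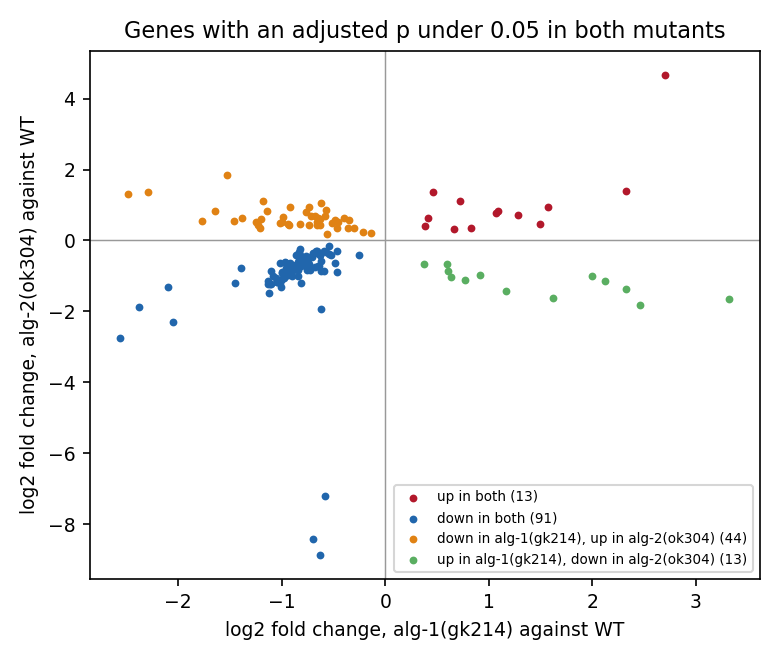
Log2-fold change against WT in *alg-1(gk214)* (horizontal axis) and *alg-2(ok304)* (vertical axis) from the authors' deposited tables, for the 161 identifiers with an adjusted p under 0.05 in both, one point each. 13 identifiers were up in both mutants, 91 were down in both, 44 were down in *alg-1(gk214)* and up in *alg-2(ok304)*, and 13 were up in *alg-1(gk214)* and down in *alg-2(ok304)*.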

Two-thirds of the genes down-regulated in *alg-2(ok304)* mutants were also down in *alg-1(gk214)* animals. 

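Of the 133 genes down in *alg-2(ok304)*, 91 were also down in *alg-1(gk214)* (68.4%), 13 were up there and 29 were not called. Among the identifiers tested in both mutants, 60.1 shared genes would be expected (1.51-fold, p = 4.54e-08, one-sided exact hypergeometric test). At an adjusted p under 0.01 in both mutants, 23 genes were shared against 17.7 expected, and the excess was no longer significant (1.30-fold, p = 0.0687, one-sided exact hypergeometric test). With all listed identifiers as background, 18.6 shared genes would be expected, a 4.90-fold excess.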

Despite this overlap, the unique down-regulated gene sets in each AGO mutant were also enriched for distinct GO terms (Fig 4C; S4 Table).

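The first annotation cluster of S4 Table for genes down in *alg-1(gk214)* opens with C-type lectin-like domains and has 26 genes. In *alg-2(ok304)*, 20 of these had an adjusted p, and 1 was changed, in the upward direction. For the genes down in *alg-2(ok304)*, the first cluster opens with positive regulation of growth rate and has 25 genes. Of these, 21 were also down in *alg-1(gk214)* and 0 were up. Of all 133 genes down in *alg-2(ok304)*, 91 were down in *alg-1(gk214)*, as were 5442 of the 12046 identifiers. For this table the paper used genes changed at least 2-fold in *alg-1(gk214)* and all significant genes in *alg-2(ok304)*.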

We next asked if the differential gene expression patterns might be associated with the altered miRNA levels in the *alg-1* mutants; too few genes were changed in *alg-2(ok304)* to test for enrichment or depletion of miRNA target sites. Strikingly, genes up-regulated in *alg-1(gk214)* were enriched for 3’UTR sequences that could pair to the seed region, nucleotides 2–7, of lin-4 and miR-71 (Fig 4D). While the increased levels of miR-239a/b in *alg-1* mutants were expected to result in stronger target repression, this signature was not observed in the *alg-1* down-regulated gene set (Fig 4D). When we considered only conserved miRNA targets sites predicted by the TargetScan algorithm [36, 37], over 50% of the lin-4 targets were up-regulated in *alg-1* mutants (Fig 4E). Additionally, almost twice as many conserved miR-71 targets were in the up- compared to down-regulated *alg-1(gk214)* genes (Fig 4E). There are four genes up-regulated in *alg-1* mutants that have conserved target sites for both lin-4 and miR-71 in their 3’UTRs. One of these targets, *lin-14*, has previously been shown to contribute to the shortened lifespan of *lin-4* mutant animals [18]. 

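The gene *lin-14* (T25C12.1a) lies on chromosome X and has a log2-fold change of 1.80 in *alg-1(gk214)* in the authors' deposited table, a 3.49-fold increase (adjusted p = 1.99e-15). In *alg-2(ok304)*, the authors' deposited table gives *lin-14* a log2-fold change of 0.08 (adjusted p = 0.962). Identifiers on X as a whole were higher than those on the autosomes in *alg-1(gk214)*, with median log2-fold changes of 0.11 and −0.42. Relative to the median of all identifiers tested in both mutants, *lin-14* had a log2-fold change of 2.17 (adjusted p = 8.51e-22), a centring chosen after seeing the data. That median lies below the 0.11 of X, and relative to X the rise of *lin-14* would be below 1.80. The pairing of its 3'UTR with lin-4 and miR-71 was not analysed here.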

Taken together, the decreased expression of lin-4 and miR-71 in *alg-1* mutants likely results in the up-regulation of *lin-14* and other predicted targets of these miRNAs, which contributes to their shortened lifespan.

### Differential regulation of genes in the IIS pathway by *alg-1* and *alg-2*

Loss of lin-4 or miR-71 reduces lifespan and loss of miR-239a/b extends it, at least partially through the insulin signaling pathway [18, 20]. Since these miRNAs were differentially expressed in the AGO mutants (Fig 4A), we asked if the IIS pathway would also be affected by *alg-1* or *alg-2* deficiency. The nuclear residence of the FOXO transcription factor DAF-16 is an indicator of insulin signaling levels, with reduced signaling promoting nuclear accumulation, transcription of Class I DAF-16 targets and lifespan extension [28, 38–40]. If the AGOs function upstream of DAF-16, then the prediction is that nuclear residence of DAF-16 will be reduced in *alg-1* and increased in *alg-*2 mutant backgrounds. Examination of strains expressing a DAF-16::GFP transgene that rescues the short lifespan of *daf-16(mu86)* mutants [41] revealed no obvious differences in the diffuse pattern of DAF-16 localization in the *alg-2(ok304)* background compared to WT (Fig 5A; S3 Fig). When nuclear accumulation was detected in these strains, it was restricted to the most anterior intestinal cells. In contrast, nuclear accumulation of DAF-16::GFP in multiple intestinal cells of *daf-2(e1370)* mutants was readily detected (Fig 5A; S3 Fig). Interestingly, the nuclear localization of DAF-16::GFP was significantly lower in *alg-1* mutants than in WT animals (Fig 5A; S3 Fig). These results suggest that loss of *alg-1*, but not *alg-2*, alters the nuclear residence of DAF-16.

**Fig 5:**
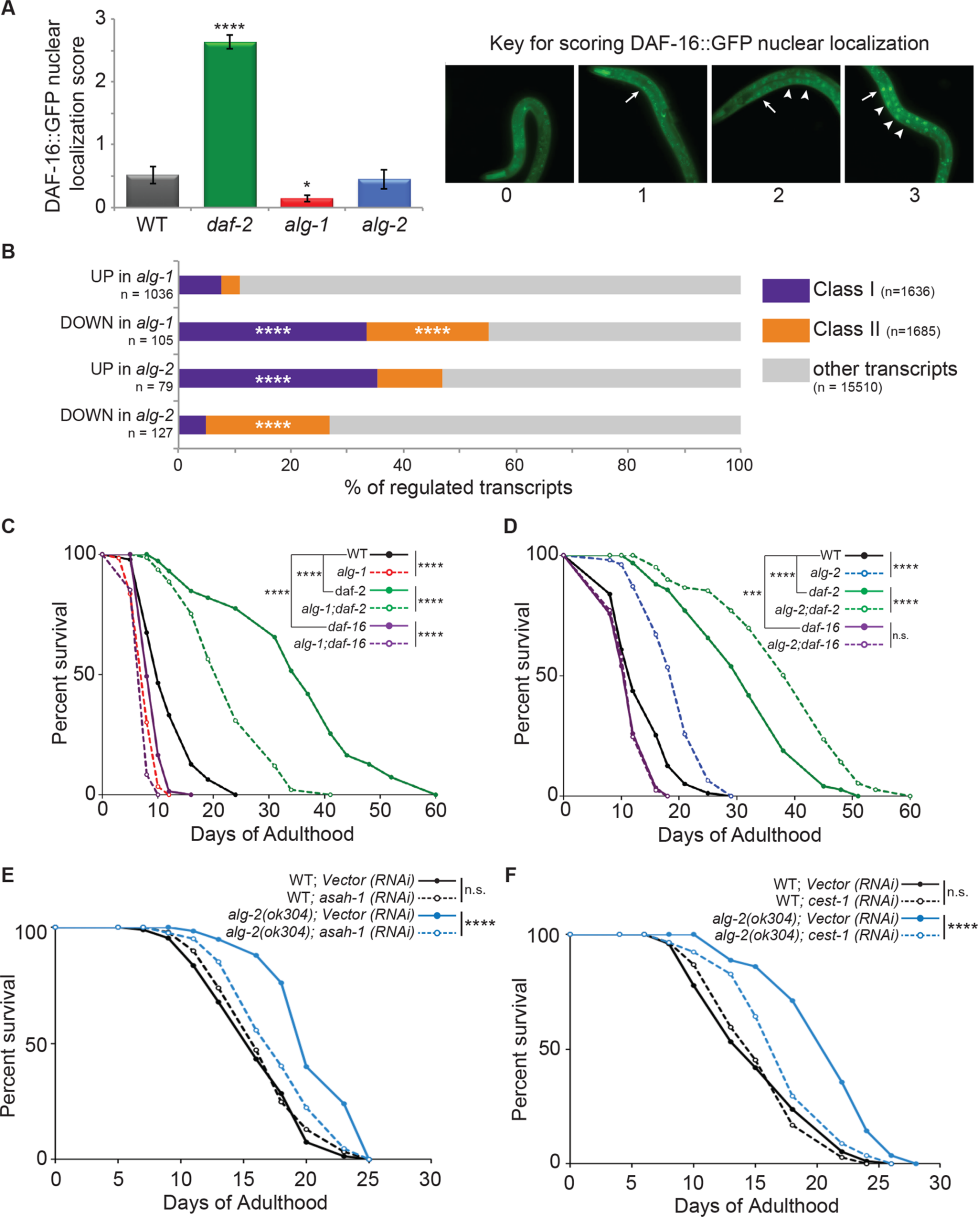
Differential regulation of the IIS pathway by *alg-1* and *alg-2*. **(A)** Left: Average DAF-16::GFP intestinal nuclear localization score for WT, *daf-2(e1370)*, *alg-1(gk214)*, *alg-2(ok304)* from four blinded scorers. The error bars represent SEMs. ****P<0.0001, *P<0.05 (t-test). Right: representative images of scoring key showing (0) no intestinal nuclear localization, (1) nuclear localization restricted to the most anterior pair of intestinal nuclei, denoted by an arrow, (2) moderate nuclear localization in the anterior pair and additional intestinal nuclei, indicated by arrowheads, and (3) strong nuclear localization in intestinal nuclei. **(B)** *The* two upper bars show the overlap of genes up- or down-regulated at least 4-fold in *alg-1(gk214)* with Class I (purple) or Class II (orange) genes [28]. The two lower bars show the overlap of all genes up- or down-regulated in *alg-2(ok304)* with Class I or II genes [28]. Enrichment: Class I genes and down in *alg-1* (****P<0.0001), Class II genes and down in *alg-1* (****P<0.0001), Class I genes and up in *alg-2* (****P<0.0001), Class II genes and down in *alg-2* (****P<0.0001) (Hypergeometric test using fractions of Class I and II genes across genome). **(C)** Survival curves of single and double mutants of the *alg-1(gk214)*, *daf-2(e1370)*, *daf-16(mu86)* strains compared to WT. ****P<0.0001 (log-rank). **(D)** Survival curves of single and double mutants of the *alg-2(ok304)*, *daf-2(e1370)*, *daf-16(mu86)* strains compared to WT. Not significant (n.s.); ****P<0.0001 (log-rank). *(E)* Survival curves of WT and *alg-2(ok304)* strains transferred to vector control or *asah-1* (*RNAi)* at the L4 stage. Not significant (n.s.); ****P<0.0001 (log-rank). *(F)* Survival curves of WT and *alg-2(ok304)* strains transferred to vector control or *cest-1* (*RNAi)* at the L4 stage. Not significant (n.s.); ****P<0.0001 (log-rank).

To further explore the possibility that *alg-1* and *alg-2* differentially impact the IIS longevity pathway, we examined the expression of genes considered positive (Class I) and negative (Class II) targets of *daf-16* regulation in each of the AGO mutants at day 5 of adulthood [27, 28]. Consistent with reduced nuclear localization of DAF-16::GFP (Fig 5A), there was substantial overlap between the most strongly down-regulated genes in *alg-1(gk214)* mutants and those positively regulated by *daf-16* (Fig 5B). 

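With an adjusted p under 0.05 and at least a 4-fold change, 121 identifiers were down in *alg-1(gk214)*, of which the paper's S5 Table compares 105 with the Class I and Class II lists. A limit of 3-fold gave 240 identifiers, and recentring the log2-fold changes on their median, chosen after seeing the data, left 67. Which of these genes belong to either Class was not analysed here.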

We observed that 33% of the genes reduced by at least 4-fold in the *alg-1(gk214)* mutants belong to Class I (Fig 5B). 

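The cytochrome P450 gene *cyp-35B2* (K07C6.3, chromosome V) has a log2-fold change of −3.31 in *alg-1(gk214)* in the authors' deposited table (adjusted p = 4.78e-07). In *alg-2(ok304)*, it has a log2-fold change of −0.28 in the authors' deposited table, without an adjusted p. The oxidoreductase gene *sodh-1* (K12G11.3, chromosome V) has a log2-fold change of −2.44 in *alg-1(gk214)* in the authors' deposited table (adjusted p = 1.47e-37) and of 0.20 in *alg-2(ok304)* (adjusted p = 0.788). Both genes were still down relative to the median change in *alg-1(gk214)*, a centring chosen after seeing the data, with log2-fold changes of −2.95 for *cyp-35B2* (adjusted p = 1.69e-05) and −2.07 for *sodh-1* (adjusted p = 1.76e-27).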

Some of these Class I down-regulated genes encode proteins with cytochrome P450 (*cyp-35B2*), oxidoreductase (*sodh-1*) and glutathione-S-transferase (ortholog of human *GSTP1*) activities, and RNAi depletion of these factors in WT animals shortens lifespan [27, 42]. Unexpectedly, the set of highly down-regulated genes in *alg-1(gk214)* was also enriched for Class II genes (Fig 5B). 

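At least 4-fold up-regulation with an adjusted p under 0.05 was found for 1216 identifiers in *alg-1(gk214)*. The paper's S5 Table compares 1036 genes of this kind with the Class lists. Without a limit on the adjusted p, 1895 identifiers were up at least 4-fold.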

The *alg-1* up-regulated genes were not enriched for either Class, although the total number of Class I genes in this category exceeds that in the down-regulated gene set (Fig 5B). Thus, the relationship between the effect of *alg-1* on DAF-16 nuclear localization and regulation of Class I and II genes is not straightforward.

Although nuclear accumulation of DAF-16::GFP in intestinal cells was indistinguishable in *alg-2(ok304)* versus WT animals (Fig 5A), we observed a striking signature of altered *daf-16* output in the *alg-2* mutants. We found that 35% of all the genes significantly up-regulated in *alg-2(ok304)* mutants compared to WT animals were Class I DAF-16 targets (Fig 5B), including three genes (*lea-1*, *asp-3* and *cdr-6*) previously implicated in *C*. *elegans* stress tolerance or lifespan control [27, 43, 44]. 

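In the authors' deposited table for *alg-2(ok304)*, *lea-1* (K08H10.1.1, chromosome V) has a log2-fold change of 0.54 (adjusted p = 0.0415). The table gives *asp-3* (H22K11.1, chromosome X) 0.52 (adjusted p = 0.0151) and *cdr-6* (K01D12.12, chromosome V) 0.51 (adjusted p = 0.00269), both log2-fold changes in *alg-2(ok304)* in the authors' deposited table. These increases are each less than 1.5-fold. At an adjusted p under 0.01, *cdr-6* would still be called, and *lea-1* and *asp-3* would not. These genes were down in *alg-1(gk214)*, where the authors' deposited table gives log2-fold changes of −1.46 for *lea-1* (adjusted p = 2.17e-18) and −1.25 for *asp-3* (adjusted p = 1.79e-18), and *cdr-6* was 2.00-fold lower than in WT (adjusted p = 1.49e-15). Relative to the median change in *alg-1(gk214)*, a centring chosen after seeing the data, the log2-fold changes were −1.10, −0.89 and −0.64, respectively, and each was still significant (adjusted p = 1.23e-10, 1.25e-09 and 1.06e-06).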

Additionally, of the genes down-regulated in *alg-2* mutants, more than five times as many are considered Class II versus Class I genes (Fig 5B). Thus, *alg-2* regulates the expression, directly or indirectly, of many positive and negative targets of *daf-16* activity.

### Opposite effects of *alg-1* and *alg-2* on longevity through the IIS pathway

Since the gene expression profiles of *alg-1(gk214)* and *alg-2(ok304)* mutants indicated that the IIS pathway is perturbed in these mutants, we next asked if their altered lifespan phenotypes were dependent on key regulators of this pathway. We found that the reduced lifespan of *alg-1(gk214)* mutants was suppressed in the *daf-2(e1370)* mutant background (Fig 5C; S1 Table). However, the mean lifespan of the *alg-1(gk214); daf-2(e1370)* double mutant was about 30% shorter than that of *daf-2(e1370)* alone. Although caution must be exerted when interpreting the combined effect of incomplete loss-of-function mutations, the results suggest that *daf-2* mutants are partially dependent on *alg-1* activity for their extended lifespan phenotype. When *alg-1(gk214)* was combined with *daf-16(mu86)*, the mean lifespan of the double mutants was slightly shorter than that of either single mutant (Fig 5C; S1 Table), making it likely that the reduced lifespan of *alg-1(gk214)* mutants is not entirely through down-regulation of *daf-16* activity. This is not surprising given the large fraction of genes misregulated in *alg-1(gk214)* mutants at day 5 of adulthood, and the previous reports that loss of lin-4 or miR-71 can impact multiple longevity pathways [18–20, 22, 31].

Interestingly, the long lifespans of *alg-2(ok304)* and *daf-2(e1370)* single mutants were additive in strains harboring both mutations (Fig 5D; S1 Table). One interpretation of this result is that independent pathways contribute to the long lifespan of each mutant strain. However, the data are also consistent with the possibility that the loss of *alg-2* further weakens *daf-2* signaling, since the *daf-2(e1370)* allele is non-null. For example, it has been shown that the long lifespan of a hypomorphic *daf-2* mutant strain can be further extended by *daf-2 (RNAi)* treatment [45]. Regardless of mechanism, the long lifespan of *alg-2(ok304)* mutants was completely suppressed by the *daf-16(mu86)* mutation (Fig 5D; S1 Table). The nearly identical short lifespan curves of *daf-16* and *alg-2; daf-16* mutants indicate that the long lifespan of *alg-2(ok304)* animals is dependent on *daf-16*. Overall, these results illustrate the disparate effects of two miRNA AGOs on the regulation of gene expression and lifespan through the IIS pathway during *C*. *elegans* aging.

Since the genetic evidence indicates that *daf-16* is required for the extended lifespan of *alg-2* mutants, we asked if up-regulated Class I genes in *alg-2(ok304)* contribute to their longevity phenotype. We focused on *asah-1* (N-Acylsphingosine amidohydrolase 1; K11D2.2) because it was previously reported that RNAi of this gene partially reduced the extended lifespan of *daf-2* mutants [27] and *cest-1* (carboxyl esterase domain containing 1; T02B5.1*)* because it is the highest ranking Class I gene (13 out of 1663) up-regulated in the *alg-2* mutants [28]. 

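In *alg-2(ok304)*, *asah-1* (K11D2.2.1, chromosome I) has a log2-fold change of 0.81 in the authors' deposited table (adjusted p = 0.0219), which would not pass a limit of 0.01. The authors' deposited table gives *cest-1* (T02B5.1, chromosome V) a log2-fold change of 1.85 in *alg-2(ok304)* (adjusted p = 0.00100), a 3.60-fold increase. Both genes were down in *alg-1(gk214)*, with log2-fold changes of −0.76 for *asah-1* (adjusted p = 0.00176) and −1.53 for *cest-1* (adjusted p = 0.00167) in the authors' deposited table. Relative to the median change in *alg-1(gk214)*, a centring chosen after seeing the data, the fall of *asah-1* was −0.40 on the log2 scale and not significant (adjusted p = 0.142), and that of *cest-1* was −1.17 (adjusted p = 0.0254).

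**Figure D2:**
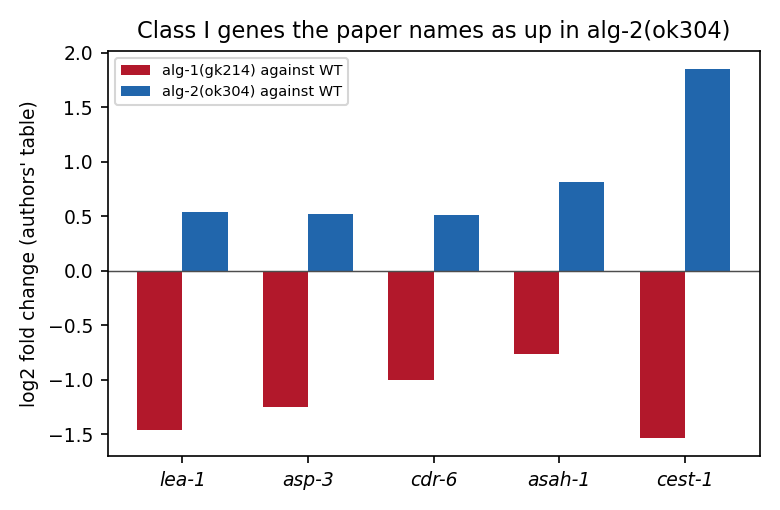
Log2-fold change against WT (vertical axis) of *lea-1*, *asp-3*, *cdr-6*, *asah-1* and *cest-1* in *alg-1(gk214)* (red bars) and *alg-2(ok304)* (blue bars), from the authors' deposited tables, which give no error per gene. Each gene is below 0 in *alg-1(gk214)* and above 0 in *alg-2(ok304)*. The genes are those the paper names as up in *alg-2(ok304)*, so the blue bars were above 0 by choice. Of all 81 genes up in *alg-2(ok304)*, 44 were down in *alg-1(gk214)*, against 36.6 expected (p = 0.0612, one-sided exact hypergeometric test).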

We found that the extended lifespan of *alg-2(ok304)* was almost completely suppressed in animals subjected to RNAi of *asah-1* or *cest-1* starting at the L4 stage of development (Fig 5E and 5F). Notably, RNAi of *asah-1* or *cest-1*, compared to vector control RNAi, had no significant effect on the lifespan of WT animals (Fig 5E and 5F), indicating that this treatment did not generally reduce viability. These results suggest that increased expression of *asah-1*, *cest-1* and possibly other Class I targets in *alg-2* mutants contributes to the extended lifespan of these animals.

The IIS pathway also controls the ability of larval *C*. *elegans* to arrest development and enter a specialized stage called dauer [46]. Normally, entry into the dauer stage occurs in response to harsh environmental conditions. However, animals with mutations in certain *daf* (dauer formation) genes inappropriately become dauers under favorable conditions. For example, *daf-28(sa191)* mutants produce an aberrant version of the DAF-28 insulin-like peptide that reduces DAF-2 signaling and causes dauer formation during optimal culture conditions at 20°C [47, 48]. Although *alg-1(gk214)* and *alg-2(ok304)* mutants did not form dauers at 20°C (S4 Fig), we asked if loss of either of these AGOs would modify the dauer phenotype of *daf-28(sa191)* animals. In this sensitized background, dauer formation was significantly suppressed by *alg-1(gk214)* and enhanced by *alg-2(ok304)* mutations (S4 Fig). Importantly, dauer formation in the *alg-1;daf-28* and *alg-2;daf-28* mutants was entirely dependent on *daf-16* (S4 Fig). These results further demonstrate a role for the miRNA AGOs in IIS and exemplify their contrasting activities during another life stage.

## Discussion

Here we show that the miRNA AGOs, ALG-1 and ALG-2, promote opposing fates during aging in *C*. *elegans*. Given their very high degree of homology and redundant roles in embryogenesis and larval development, dichotomous activities for these proteins were unexpected. We found that loss of *alg-1* shortens and loss of *alg-2* extends lifespan. Instead of compensating for the normally diminished levels of *alg-1* in adult animals, the sustained expression of *alg-2* during adulthood seems to limit lifespan. Consistent with the contrasting phenotypic effects due to loss of *alg-1* or *alg-2*, distinct miRNAs and largely non-overlapping sets of protein-coding genes were found to be misregulated at day 5 of adulthood in these mutants. Nonetheless, the classes of differentially expressed genes in each mutant pointed to altered regulation of a common pathway–the Insulin/IGF-1 signaling (IIS) pathway. Our results indicate that *alg-1* activity positively regulates the expression of many *daf-16* target genes and contributes to the extended lifespan of *daf-2* mutants. Conversely, *alg-2* represses the expression of many *daf-16* targets to limit lifespan. Overall, this work reveals that two seemingly homologous proteins can promote opposite fates in specific biological pathways and life stages.

### Dynamic Argonaute expression patterns

As the core effector protein of miRISC, Argonaute is expected to display a broad spatiotemporal expression pattern. Previous work has shown that the *C*. *elegans* miRNA AGOs exhibit largely overlapping expression domains in most embryonic and larval tissues, which is consistent with their redundant functions at these stages [5, 8–10]. However, we observed a distinct pattern in adults where global ALG-1 levels plummeted as ALG-2 levels remained constant (Fig 1). Whereas the protein coding sequences of these AGO genes are ~75% identical, the regulatory sequences, including promoter and untranslated regions (UTRs), are highly divergent. Additionally, modENCODE data show very different transcription factor binding profiles for *alg-1* and *alg-2* [49], suggesting that these genes may be subject to distinct transcriptional control mechanisms.

The down-regulation of *alg-1* as animals enter adulthood appears to be mediated by both transcriptional and post-transcriptional mechanisms. The *alg-1* 3’UTR contains many predicted miRNA target sites and biochemical experiments have detected association of this 3’UTR with ALG-1 and specific miRNAs, including miR-71, at the L4 stage (Fig 3D) [32]. Recently, Slack and colleagues confirmed that *alg-1* is subject to regulation by miR-71 in adults; loss of this miRNA or its target sites in the *alg-1* 3’UTR resulted in increased ALG-1 levels [31]. Not surprisingly, then, exchange of the entire *alg-1* 3’UTR with one unlikely to be targeted by the miRNA complex resulted in higher levels of ALG-1 protein (Fig 3E). This increase resembled the elevated levels of ALG-1 observed in *alg-2(ok304)* adults (Fig 3B), raising the possibility that *alg-2* directly or indirectly regulates the expression of *alg-1* through its 3’UTR at this life stage. However, this pathway is only partially responsible for the down-regulation of ALG-1 in adult animals, since levels of ALG-1 still decreased in the absence of *alg-2* or the native *alg-1* 3’UTR (Fig 3B and 3E). A GFP reporter fused to only the promoter sequences of *alg-1* also displayed marked down-regulation at the adult compared to larval stages, pointing to a layer of transcriptional control for limiting *alg-1* expression in adults (S2 Fig). While the *alg-1* and *alg-2* genes have maintained a very high degree of protein sequence identity, they apparently have evolved distinct regulatory elements that drive divergent expression patterns in *C*. *elegans* transitioning from the larval to adult stages.

### Divergent roles for *alg-1* and *alg-2* in adult animals

The previously described complementary roles of *alg-1* and *alg-2* during embryogenesis and larval development are consistent with the similar expression patterns of these highly homologous proteins at these stages [5, 6, 8–10]. The opposing effects of *alg-1* and *alg-2* on lifespan seem to act specifically at adulthood, since depletion of either gene starting at the L4 stage was sufficient to produce longevity phenotypes (Figs 2C and 3A). Notably, RNAi targeting sequences in the *alg-2* 3’UTR that lacked homology with *alg-1* was necessary for observing a lifespan extension phenotype similar to that exhibited by *alg-2* loss-of-function genetic mutants (Fig 2). This illustrates that while RNAi can be useful for depleting the expression of related genes that might have redundant functions, it can also obscure potentially distinct phenotypes of individual homologs.

Presently, it is unclear if the contrasting roles of *alg-1* and *alg-2* during aging are due to differences in expression or protein function. We found that *alg-1* is strongly down-regulated in adult animals (Fig 1). Yet, genetic or RNAi-induced loss of *alg-1* shortened lifespan (Figs 2 and 3), suggesting that the residual expression of ALG-1 in WT animals is important for longevity. However, increasing ALG-1 protein levels by ~2-fold did not produce a lifespan phenotype (Fig 3E and 3F). Thus, normal aging depends on a minimal level of ALG-1, but doubling its expression does not have an obvious effect on lifespan.

Although the ALG-1 and ALG-2 proteins are predicted to be structurally very similar given their high degree of sequence identity [6, 8, 9], a few functional differences have been reported. Non-overlapping sets of genes have been found to have synthetic lethal interactions with *alg-1* or *alg-2* mutant animals [9]. This study also reported that ectopically expressed ALG-1 and ALG-2 fractionate into distinct complexes, yet associate with the same populations of miRNAs [9]. However, other studies found that some miRNAs were enriched for association with ALG-1 or ALG-2 in different stages of larval development [5, 8], consistent with our observations in adult animals (Fig 4B). Finally, through unique sequences in its N-terminal domain, ALG-1, but not ALG-2, binds the Receptor for Activated C-Kinase (RACK1) [50]. This interaction was shown to contribute to the repressive function of miRISC in *C*. *elegans* [50], although additional roles for RACK1 in miRNA biogenesis and stability have been proposed [51–53]. Some of these reported differences in *alg-1* and *alg-2* might be related to the contrasting roles of these genes during aging. However, since *alg-1* and *alg-2* functionally overlap during embryonic and larval development, there would need to be an adult-specific mechanism to convert these AGOs into proteins with opposing activities. For example, protein modifications or the expression of different binding partners restricted to adulthood could enable the regulation of distinct targets by ALG-1 and ALG-2. Our identification of miRNAs and protein-coding genes differentially regulated by *alg-1* and *alg-2* at day 5 of adulthood further illustrates the divergent activities of these AGOs during aging and points to a common pathway that could explain the opposite effects of these genes on lifespan.

### Differential effects on IIS by *alg-1* and *alg-2*

Regulation of lifespan through the IIS pathway is almost entirely dependent on the conserved transcription factor DAF-16. When IIS is low, activated and nuclear localized DAF-16 promotes the transcription of hundreds of genes, which ultimately results in animals with longer and healthier lifespans [24]. Although some individual DAF-16 targets have been shown to regulate longevity, in general the cumulative up- or down-regulation of many genes controlled by *daf-16* is likely responsible for the impressive lifespan phenotypes exhibited by mutants with reduced insulin signaling [54]. Considering the central role of *daf-16* in longevity control by IIS, the misregulation of many DAF-16 targets in *alg-1* and *alg-2* mutants suggests that these AGOs regulate lifespan, at least in part, via this pathway. Consistent with the reduced nuclear residence of DAF-16 detected in *alg-1* mutants (Fig 5A), about one-third of the most strongly down-regulated genes in these animals are classified as high confidence direct DAF-16 targets (Class I) (Fig 5B) [28]. Since individual depletion by RNAi of some of the genes on this list, such as *cyp-35B2* and *sodh-1*, results in reduced longevity [27], it is likely that decreased expression of these and many other DAF-16 targets in *alg-1* mutants contributes to their shortened lifespan.

Since we also found that *alg-1; daf-16* double mutants have slightly shorter lifespans than either mutant alone (Fig 5C), the loss of *alg-1* likely impacts other mediators of longevity. 

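In *alg-1(gk214)*, *hsf-1* (Y53C10A.12, chromosome I) has a log2-fold change of −0.57 in the authors' deposited table (adjusted p = 3.55e-09). The small heat shock gene *hsp-12.6* (F38E11.2, chromosome IV) has a log2-fold change of −1.62 in the authors' deposited table (adjusted p = 0.000875), which is 3.08-fold lower than in WT. With the log2-fold changes recentred on their median, chosen after seeing the data, *hsf-1* was at −0.21 and no longer significant (adjusted p = 0.0591), and *hsp-12.6* was at −1.26 (adjusted p = 0.0157). In *alg-2(ok304)*, the authors' deposited table gives *hsf-1* a log2-fold change of 0.06 (adjusted p = 0.888) and *hsp-12.6* one of −0.84 without an adjusted p.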

A good candidate is the heat-shock factor, *hsf-1*, which we found to be down-regulated in the *alg-1* mutant, and expression of its target *hsp-12*.*6* was three-fold lower than that detected in WT animals at day 5 of adulthood (S3 Table). The reduction of *hsf-1* or *hsp-12*.*6* levels by RNAi has been shown to decrease lifespan [55, 56], and the overexpression of *hsf-1* can extend lifespan [56], at least in part by supporting cytoskeletal integrity [57]. Thus, *alg-1* activity may affect the output of two central transcription factors in the *C*. *elegans* aging program. Additionally, given the examples of individual miRNAs influencing aging through mechanisms other than IIS [19, 23], it is likely that *alg-1* and *alg-2* function in multiple longevity pathways.

Consistent with an extended lifespan phenotype, 35% of the genes up-regulated in *alg-2* mutants are Class I DAF-16 targets (Fig 5B). Since RNAi depletion of two of the genes on this list, *asp-3* and *cdr-6*, was previously reported to decrease the lifespan of WT animals [27, 44], it is possible that even a modest increase in a combination of these and other *daf-16* targets could extend lifespan. We found that the Class I targets, *asah-1* and *cest-1*, are up-regulated in *alg-2(ok304)* mutants and are required for the extended lifespan of these animals (Fig 5E and 5F). While these genes are predicted to encode broadly conserved enzymatic proteins, little is yet known about their functions in *C*. *elegans*. CEST-1 belongs to a large family of carboxylesterases, which generally catalyze the hydrolysis of carboxylic ester substrates [58]. In mammals, some carboxylesterases function in detoxification pathways, which could be relevant for a role in longevity [59]. Previously, RNAi depletion of *asah-1* was shown to partially reduce the extended lifespan of *daf-2* mutants, further implicating it as an important player in lifespan determination through the IIS pathway [27]. ASAH-1 is homologous to human N-Acylsphingosine amidohydrolase 1 (ASAH, also known as acid ceramidase), a lipid hydrolase that converts ceramide into sphingosine and fatty acids in lysosomes [60]. In humans, loss-of-function mutations in ASAH lead to Farber’s disease, a rare inherited metabolic disorder [60]. Additionally, altered expression of ASAH has been observed in some cancers, Alzheimer’s disease, and type II diabetes, which are all diseases associated with aging [61]. Our finding that *cest-1* and *asah-1* contribute to the extended lifespan *of alg-2* mutants suggests that these predicted enzymes have longevity roles in adult animals.

The distinct set of miRNAs we found to be bound and regulated by ALG-1 and ALG-2 also reflects the divergent longevity roles of these AGOs in adult animals. Our data are consistent with a model where lin-4 and miR-71, in association with ALG-1, regulate IIS by repressing *lin-14* and other factors in this pathway, such as *daf-2*, which has a conserved miR-71 site directly bound by this miRNA at the L4 stage [32, 36, 37]. Although we did not detect up-regulation at the mRNA level for *daf-2* or any other core genes in the IIS pathway in day 5 *alg-1(gk214)* adults (S3 Table), the reduced nuclear localization of DAF-16, decreased expression of Class I genes and genetic interactions with *daf-2* imply a role for ALG-1 in restricting insulin signaling. 

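Of 10 core genes of the pathway (*daf-2*, *ist-1*, *age-1*, *aap-1*, *pdk-1*, *akt-1*, *akt-2*, *sgk-1*, *daf-18* and *daf-16*), 7 were down and 0 were up in *alg-1(gk214)*. Their log2-fold changes in the authors' deposited table range from −0.94 to −0.02. The authors' deposited table gives *daf-2* (Y55D5A.5a, chromosome III) a log2-fold change of −0.48 (adjusted p = 0.0188) and *daf-16* (R13H8.1b.1, chromosome I) one of −0.13 (adjusted p = 0.467). Relative to the median change, a centring chosen after seeing the data, 3 of the 10 genes were down (*pdk-1*, *akt-1* and *daf-18*) and 0 were up, and *daf-2* was at −0.12 (adjusted p = 0.648). In *alg-2(ok304)*, 0 of the 10 genes were changed, with 1 at an unadjusted p under 0.05, and their log2-fold changes in the authors' deposited table range from 0.01 to 0.44.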

The up-regulation of miR-239a/b in *alg-1(gk214)* may also contribute to the shortened lifespan of these animals, since deletion of this miRNA locus results in increased longevity [20]. Likewise, reduced levels of miR-239a/b in *alg-2(ok304)* may factor into their extended lifespan. While previous genetic studies have shown that *daf-16* is required for the extended lifespan of *miR-239a/b* mutants, direct targets of this miRNA that could be responsible for the longevity phenotype are yet to be identified [20].

In conclusion, our transcriptome profiling of day 5 adults revealed distinct gene expression patterns in *alg-1* and *alg-2* mutant animals. 

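Across the 12046 identifiers tested in both mutants, the log2-fold changes of *alg-1(gk214)* and *alg-2(ok304)* had a Pearson's r of 0.0779, which is a relation across genes, and genes are not independent replicates. Over the identifiers called in *alg-2(ok304)*, r was 0.127. Of the genes called in both mutants, 57 changed in opposite directions, where 56.3 would be expected. Of these, 44 were down in *alg-1(gk214)* and up in *alg-2(ok304)* (36.6 expected), and 13 were up in *alg-1(gk214)* and down in *alg-2(ok304)* (19.7 expected). The paper describes the gene sets as overlapping little among up-regulated genes and as enriched for different terms, and it states that the expression patterns are distinct. It takes the expression data as pointing to changes in the output of the IIS pathway, and it concludes from its genetic experiments that the Argonautes have opposing roles in longevity.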

Although the differential expression of specific aging-associated miRNAs and *daf-16* target genes is consistent with the opposite lifespan phenotypes, there may be other relevant changes not detectable by RNA expression analyses. Differences in protein levels or modifications may also contribute to lifespan regulation by the AGOs. Although the full set of molecular changes induced by loss of *alg-1* or *alg-2* is yet to be revealed, our gene expression analyses point to changes in IIS output and our genetic experiments confirm opposing roles for these miRNA AGOs in the regulation of longevity and dauer formation through the IIS pathway. Overall, this study establishes an important role for AGO-mediated gene regulation in *C*. *elegans* aging and reveals divergent activities for highly related proteins during specific life stages.

## Materials and methods

### Nematode culture and lifespan analyses

*C*. *elegans* strains were cultured under standard conditions and synchronized by hypochlorite treatment [62]. Lifespan analyses were conducted at 20°C in the absence of FUdR, as previously described [63]. Embryos were plated on NGM plates containing OP50 and the first day after the L4 stage was regarded as adult day 0 (AD 0). Worms were picked on fresh food every other day until reproduction ceased, and scored for viability every 2 to 3 days. Animals that died by bagging, bursting, or crawling off the plates were censored. JMP IN 8.0 software was used for statistical analysis and *P*-values were calculated using the log-rank (Mantel-Cox) method. Statistics for all assays are shown in S1 Table. RNAi experiments were conducted by feeding the animals dsRNA-expressing bacteria, as previously described [64]. See Supplemental Materials for a list of strains and details on generation of new strains (S1 Text).

### Western blotting

Western blotting was performed as previously described [12, 65] using mouse monoclonal antibodies against tubulin (Sigma), FLAG (Sigma), or a custom rabbit polyclonal antibody against ALG-1 [12].

### qRT-PCR

Quantitative RT-PCR analyses of mRNA (SYBR Green) and miRNA (Taqman) levels were performed according to manufacturer’s instructions with the StepOnePlus and QuantStudio 3 Real-Time PCR Systems (Applied Biosystems). Levels were normalized to Y45F10D.4 for mRNAs and U18 snoRNA for miRNAs.

### RNA sequencing

Synchronized WT, *alg-1(gk214)* and *alg-2(ok304)* animals cultured at 20°C were collected at adult day 5 after removing eggs and progeny larvae. Adult *C*. *elegans* were separated from eggs and progeny on a daily basis by washing plates with M9 into conical tubes and allowing the adults to settle by gravity for a few minutes on a bench top. The supernatant containing larvae and eggs was then removed, and this process was repeated 3–7 times until eggs and larvae were no longer visible. Three independent RNA samples of each strain were prepared for RNA sequencing with the TruSeq Stranded Total RNA Library Prep Kit (Illumina) according to the Low Sample Protocol. 50-bp single-end indexed RNA sequencing libraries were prepared from 1 μg of RNA of each sample and used for sequencing on an Illumina HiSeq platform. Subsequent mapping of sequencing reads to the *C*. *elegans* genome (ce10) was performed using RNA-STAR [66]. Total read counts for each gene were then quantified using HTSeq [67]. These read counts were then input into DESeq [68] to determine log2-fold change and differential expression between the mutant and WT strains.

### Co-immunoprecipitation and small RNA sequencing

Synchronized FLAG::GFP::ALG-1 (PQ530) and FLAG::RFP::ALG-2 (PQ582) animals cultured at 20°C were collected at adult day 5 after removing eggs and progeny larvae. Samples were collected and sonicated in 100 mM NaCl, 25 mM HEPES, 250 μM EDTA, 2 mM DTT, 0.1% (w/v) NP-40, 0.1% SDS, 1X Complete Mini Protease Inhibitor (Sigma Aldrich), and 25 U/mL rRNasin (N251A). Cell debris was removed by centrifugation and lysates were incubated with anti-FLAG (F1804) bound to Protein G Dynabeads (10004D) for 1 hour at 4°C. Following co-immunoprecipitation, beads were washed as previously described [65]. RNA was isolated to use for small RNA library preparation. Two independent RNA samples of each strain were prepared for RNA sequencing with the TruSeq small RNA Library Prep Kit (Illumina). RNA sequencing libraries were prepared from 1 μg of RNA of each sample and sequenced on an Illumina HiSeq 4000. Adapter sequences were removed, and using miRDeep2 small RNA sequences were mapped to the *C*. *elegans* genome (WS261) and quantified based on miRNA annotations from miRBase release 21 [69, 70]. To identify miRNAs that were enriched with ALG-1 or ALG-2, we first calculated the normalized reads (reads per million in the library). MiRNAs with more than 1.5-fold the number of normalized reads in one Argonaute co-IP versus the other, from independent replicates, were considered enriched. MiRNAs with less than 1000 reads across the libraries were not included in the enrichment analyses. The results are summarized in S2 Table.

### Nuclear localization scoring

Synchronized HT1889 (*daf-16(mgDf50)*; *unc-119(ed3)*; lpIs14), HT1883 (*daf-16(mgDf50)*; *daf-2(e1370) unc-119(ed3)*; lpIs14), PQ585 (*alg-1(gk214)*; *daf-16(mgDf50)*; *unc-119(ed3)*; lpIs14) and PQ586 (*alg-2(ok304)*; *daf-16(mgDf50)*; *unc-119(ed3)*; lpIs14) animals cultured at 20°C were grown to L4 before being anesthetized with 1 mg/ml of Levamisole and imaged within a 20 min period at 40X magnification. Images of individual worms (n ≥ 11 for each strain) were presented to four blinded scorers who rated the degree of intestinal nuclear localization based on a provided key.

## Supporting information

S1 Table **Related to Figs 2, 3 and 5.** Statistics of all lifespan assays used in this study. (Spreadsheet uploaded separately).
(XLSX) Click here for additional data file.

S2 Table **Related to Fig 4.** MiRNAs enriched in ALG-1 or ALG-2 co-immunoprecipitations, using extracts from day 5 adults. (Spreadsheet uploaded separately).
(XLSX) Click here for additional data file.

S3 Table **Related to Fig 4.** Differentially expressed genes in *alg-1(gk214)* or *alg-2(ok304)* mutants compared to WT at day 5 of adulthood. (Spreadsheet uploaded separately).
(XLSX) Click here for additional data file.

S4 Table **Related to Fig 4.** Functional annotation clustering analysis of differentially expressed genes in *alg-1(gk214)* or *alg-2(ok304)* mutants compared to WT at day 5 of adulthood. The Database for Annotation, Visualization and Integrated Discovery (DAVID) was used to identify enriched biological processes in the different gene sets [71, 72]. (Spreadsheet uploaded separately).
(XLSX) Click here for additional data file.

S5 Table **Related to Figs 1, 3, 4, 5, S3 and S4.** Numerical data underlying graphs and summary statistics. (Spreadsheet uploaded separately).
(XLSX) Click here for additional data file.

S1 Fig Functionality of engineered *alg-1* and *alg-2* alleles. Percent of embryos that developed into viable larvae at 20°C for the indicated strains and conditions.
(PDF) Click here for additional data file.

S2 Fig Transcriptional regulation of *alg-1*. Expression of GFP fused to the *alg-1* promoter (BC-12839) visualized by fluorescence microscopy at L4 and adult day 2. Micrographs were captured at 10x magnification with equivalent exposure times.
(PDF) Click here for additional data file.

S3 Fig DAF-16::GFP nuclear localization. Independent replicate showing average DAF-16::GFP intestinal nuclear localization score for WT, *daf-2(e1370)*, *alg-1(gk214)*, *alg-2(ok304)* from four blinded scorers. The error bars represent SEMs. ****P<0.0001, *P<0.05 (t-test).
(PDF) Click here for additional data file.

S4 Fig Loss of *alg-1* or *alg-2* differentially affects dauer formation. Percent of animals that underwent dauer arrest at 20°C in the indicated strains. Shown are averages of three independent experiments and the error bars represent SEMs. ****P<0.0001 (Fisher’s exact test).
(PDF) Click here for additional data file.

S1 Text Supplementary materials and methods. Includes strains, CRISPR genome editing details and primer sequences used in this study.
(PDF) Click here for additional data file.

# Supplementary material for: Opposing roles of microRNA Argonautes during Caenorhabditis elegans aging
**Source:** PLoS Genet. 2018 Jun 21;14(6):e1007379. doi: 10.1371/journal.pgen.1007379

**S1 Fig. Functionality of engineered *alg-1* and *alg-2* alleles.** Percent of embryos that developed into viable larvae at 20°C for the indicated strains and conditions.

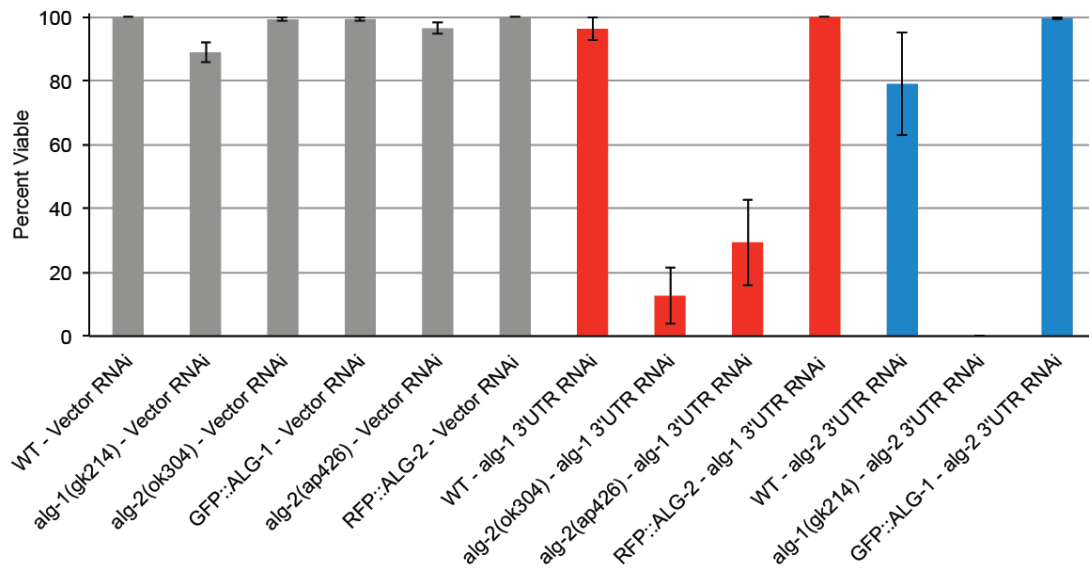

**Supplement:** S1 Fig — Percent of embryos that developed into viable larvae at 20°C for the indicated strains and conditions.

# Supplementary material for: Opposing roles of microRNA Argonautes during Caenorhabditis elegans aging
**Source:** PLoS Genet. 2018 Jun 21;14(6):e1007379. doi: 10.1371/journal.pgen.1007379

**S2 Fig. Transcriptional regulation of *alg-1*.** Expression of GFP fused to the *alg-1* promoter (BC-12839) visualized by fluorescence microscopy at L4 and adult day 2. Micrographs were captured at 10x magnification with equivalent exposure times.

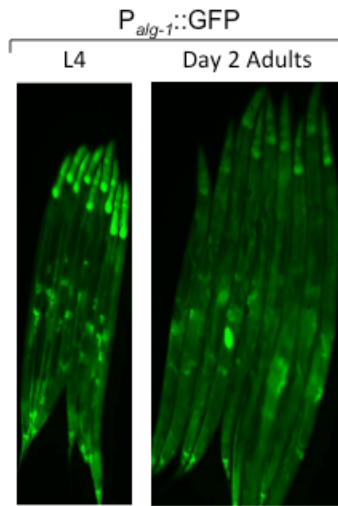

**Supplement:** S2 Fig — Expression of GFP fused to the alg-1 promoter (BC-12839) visualized by fluorescence microscopy at L4 and adult day 2. Micrographs were captured at 10x magnification with equivalent exposure times.

# Supplementary material for: Opposing roles of microRNA Argonautes during Caenorhabditis elegans aging
**Source:** PLoS Genet. 2018 Jun 21;14(6):e1007379. doi: 10.1371/journal.pgen.1007379

**S3 Fig. DAF-16::GFP nuclear localization.** Independent replicate showing average DAF-16::GFP intestinal nuclear localization score for WT, *daf-2(e1370)*, *alg-1(gk214)*, *alg-2(ok304)* from four blinded scorers. The error bars represent SEMs. \*\*\*\* $P < 0.0001$ , \* $P < 0.05$  (t-test).

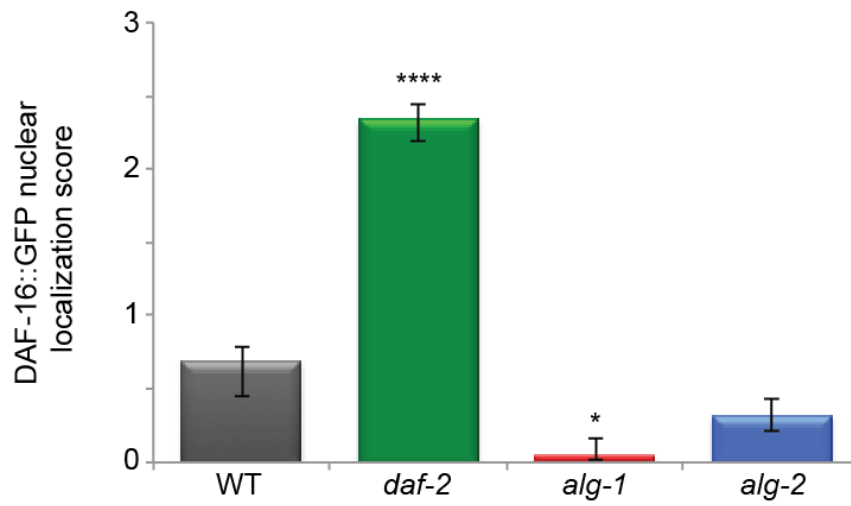

**Supplement:** S3 Fig — Independent replicate showing average DAF-16::GFP intestinal nuclear localization score for WT, daf-2(e1370), alg-1(gk214), alg-2(ok304) from four blinded scorers. The error bars represent SEMs. ****P<0.0001, *P<0.05 (t-test).

# Supplementary material for: Opposing roles of microRNA Argonautes during Caenorhabditis elegans aging
**Source:** PLoS Genet. 2018 Jun 21;14(6):e1007379. doi: 10.1371/journal.pgen.1007379

**S4 Fig. Loss of *alg-1* or *alg-2* differentially affects dauer formation.** Percent of animals that undergo dauer arrest at 20°C in the indicated strains. Shown are averages of three independent experiments and the error bars represent SEMs. \*\*\*\* $P < 0.0001$  (Fisher's exact test)

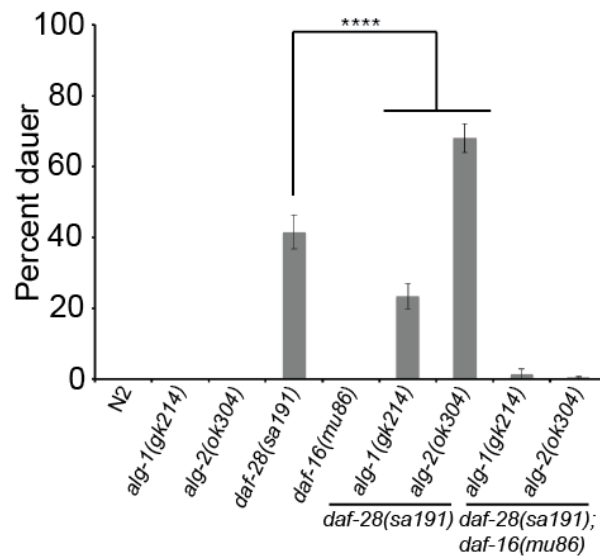

**Supplement:** S4 Fig — Percent of animals that underwent dauer arrest at 20°C in the indicated strains. Shown are averages of three independent experiments and the error bars represent SEMs. ****P<0.0001 (Fisher’s exact test).

# Supplementary material for: Opposing roles of microRNA Argonautes during Caenorhabditis elegans aging
**Source:** PLoS Genet. 2018 Jun 21;14(6):e1007379. doi: 10.1371/journal.pgen.1007379
**Supplement:** S1 Text — Includes strains, CRISPR genome editing details and primer sequences used in this study.

## S1 Text

### SUPPLEMENTAL EXPERIMENTAL PROCEDURES

#### Nematode culture and strains

Most strains were maintained at 15°C or 20°C, and experiments with the temperature-sensitive sterile strains *spe-9(hc88)* (and derivatives thereof) were performed at 25°C. Worm strains: Bristol N2 (WT), VC446 (*alg-1(gk214)*), WM53 (*alg-2(ok304)*), PQ530 (*alg-1(ap423 [3xflag::gfp::alg-1])*), PQ582 (*alg-2(ap431 [3xflag::mKate2/rfp::alg-2])*), PQ583 (*alg-1(ap423 [3xflag::gfp::alg-1]); alg-2(ap431 [3xflag::mKate2/rfp::alg-2])*), PQ535 (*alg-1(ap428 [alg-1::control (Y45F10D.4) 3'UTR])*), PQ567 (*alg-2(ap426)*), BA671 (*spe-9(hc88)*), CF1041 (*daf-2(e1370)*), CF1038 (*daf-16(mu86)*), JT191 (*daf-28(sa191)*), BC12839 (*P<sub>alg-1</sub>::GFP*). The following *C. elegans* strains were generated through crosses: PQ504 (*daf-2(e1370); alg-1(gk214)*), PQ505 (*daf-2(e1370); alg-2(ok304)*), PQ506 (*daf-16(mu86); alg-1(gk214)*), PQ507 (*daf-16(mu86); alg-2(ok304)*), PQ524 (*spe-9(hc99); alg-1(gk214)*), PQ525 (*spe-9(hc99); alg-2(ok304)*), PQ574 (*daf-28(sa191); alg-1(gk214)*), PQ575 (*daf-28(sa191); alg-2(ok304)*), PQ579 (*daf-28(sa191); daf-16(mu86); alg-1(gk214)*), PQ580 (*daf-28(sa191); daf-16(mu86); alg-2(ok304)*), HT1889 (*daf-16(mgDf50); unc-119(ed3)*), IpIs14 [*daf-16f::GFP + unc-119(+)*], HT1883 (*daf-16(mgDf50); daf-2(e1370) unc-119(ed3)*), IpIs14 [*daf-16f::GFP + unc-119(+)*], PQ585 (*alg-1(gk214); daf-16(mgDf50); unc-119(ed3)*), IpIs14 [*daf-16f::GFP + unc-119(+)*], PQ586 (*alg-2(ok304); daf-16(mgDf50); unc-119(ed3)*), IpIs14 [*daf-16f::GFP + unc-119(+)*].

#### Genome editing to produce tagged and modified endogenous genes

We used CRISPR/Cas9 genome editing methods to generate novel worm strains (Tzur et al. 2013). To make the PQ530 strain (*alg-1(ap423 [3xflag::gfp::alg-1])*), young adult N2 animals were injected with the following plasmids: 33ng/μL pJB14 (PU6:sgRNA targeting start codon of ALG-1 isoform B), 18ng/μL pCFJ104 (Pmyo-3::mCherry::unc-54; a gift from Erik Jorgensen; Addgene plasmid #19328), 2ng/μL

pCFJ90 (*Pmyo-2::mCherry::unc-54utr*; a gift from Erik Jorgensen; Addgene plasmid #19327), 37ng/μL *Peft-3::cas-9::tbb-2\_3'UTR*, 10ng/μL *Palg-1::3xFLAG::GFP::alg-1* PCR product. Injected animals were allowed to reproduce at 20°C for 3-4 days and F1 progeny expressing co-injection markers were singled to new plates and allowed to grow at 15°C for one week. Populations of F2 and F3 animals were genotyped for homologous recombination of 3xFLAG::GFP at the N-terminal of ALG-1 by PCR (primers A2855 and A1001). A successful integrant was backcrossed 4x to N2 to generate PQ530.

To make the PQ582 strain (*alg-2(ap431 [3xflag::mKate2/rfp::alg-2])*), young adult N2 animals were injected with the following plasmids: 10ng/μL pJB54 (3xFLAG::mKate2::ALG-2 homologous recombination template based on pDD285 (a gift from Bob Goldstein, Addgene plasmid #66826)), 50ng/μL pJB53 (Cas9 plasmid with ALG-2 specific sgRNA, a modification of pJW1219 (a gift from Jordan Ward, Addgene #61250)), 10ng/μL pGH8 (*pRAB-3::mCherry::unc-54utr*, a gift from Erik Jorgensen, Addgene plasmid #19359, pCFJ104 (*Pmyo-3::mCherry::unc-54utr*; a gift from Erik Jorgensen; Addgene plasmid #19328), 2.5ng/μL pMyo2::tdTomato. Isolation of recombinants was performed as described in Dickinson, et al. 2015 (Dickinson et al. 2015). Briefly, injected animals were grown at 25°C for 3 days. Plates were then flooded 1mL of 3mg/mL HygromycinB. Plates were returned to 25°C for 3 days. Non-glowing roller, Hyg resistant worms were singled to new plates. L1 larvae from plates with 100% non-glowing, roller worms were moved to new plates and heat shocked at 34°C for 4hrs to remove the cassette. Wild-type worms post heat shock were selected and screened by PCR for integration of 3xFLAG::mKate2 at the ALG-2 locus. Strain was then backcrossed 2x to N2 to generate PQ582.

For generating the PQ535 strain (*alg-1(ap428 [alg-1::control (Y45F10D.4) 3'UTR])*), young adult N2 animals were injected with the following plasmids: 80ng/μL each of pAA106 and pAA107 (PU6:sgRNA targeting ALG-1 3'UTR), 4ng/μL pIN01 (*Pmyo-2-TdTomato*; a gift from Dr. Andrew Dillin), 170ng/μL *Peft-3::cas-9::tbb-2\_3'UTR*, 9 ng/μL IR101 (*Prps-0\_sh::HygR\_CeOPT::gpd-2/gpd-3::mCherry::unc-54\_3'UTR*; a gift from Dr. Jason Chin), and 60ng/μL of the recombination template plasmid pAA108 (contains the entire *Y45F10D.4* 3'UTR flanked by *alg-1* left and right recombination arms). To make the PQ567 strain (*alg-2(ap426)*), young adult N2 animals were injected with the following plasmids: 25ng/μL

each of 2 sgRNAs targeting the second exon of *alg-2*, 50ng/μL *Peft-3::cas-9::tbb-2\_3'UTR*, 2.5ng/μL *Pmyo-2::tdTomato*, and 25ng/μL IR101. The injected animals were grown at 15°C for 2-3 days, after which the plates were flooded with 3mg/mL HygromycinB to achieve a final concentration of 0.3mg/mL and returned to 15°C for 2 days. HygromycinB resistant animals were moved to single plates, allowed to lay eggs, and genotyped to test for a change in the 3'UTR using primers A3203, A3184, and A3185 (PQ535). The potential PQ567 animals were genotyped for a change in the size of the targeted exon of *alg-2* using primers flanking the region targeted by the two sgRNAs (A3534 and A3535). A successful integrant (PQ535), and a line with a frameshift mutation resulting from an 8 nt deletion in the second exon (PQ567) were each backcrossed 4x to N2.

#### **RNAi construct targeting the *alg-2* 3'UTR**

The construct to produce specific dsRNA against *alg-2* was generated by amplifying 961bp of *alg-2* 3'UTR using primers A3374 and A3375, and amplifying L4440 with A3370 and A3371. The *alg-2* PCR product was cloned into the L4440 PCR product by USER cloning (Nour-Eldin et al. 2010). The resulting plasmid was sequenced and transformed into HT115 bacteria.

## Primers

| Primer | Sequence                                              | Description                                 |
|--------|-------------------------------------------------------|---------------------------------------------|
| A14    | GAGTCGTCTAACGTCGCCTCAAACG                             | Genotyping primer for alg-1(gk214)          |
| A16    | CTCGCGGGTGACATAATTGCGCTTTCC                           | Genotyping primer for alg-1(gk214)          |
| A110   | CAAGTGGACCGATTAGTTTCGACG                              | Genotyping primer for alg-1(gk214)          |
| A28    | ATCCGCGGAGAGCTCAGCCTTGCT                              | Genotyping primer for alg-2(ok304)          |
| A2579  | GGTGGAGGCGCGAAGTATGGTTTGG                             | Genotyping primer for alg-2(ok304)          |
| A2580  | TAGGCAAGCCAGAACTTTAGCTCCAG                            | Genotyping primer for alg-2(ok304)          |
| A3061  | GAAGGAATTGAAGGTTTCGC                                  | Genotyping primer for spe-9(hc88)           |
| A3062  | TGAAGATGTGGTAGATTGGAAGG                               | Genotyping primer for spe-9(hc88)           |
| A2946  | GGAGGAACGTCGGACGATCCCGAGG                             | Genotyping primer for daf-2(e1370)          |
| A2966  | GCGTATGATGCCTGTTTCGATGGATG                            | Genotyping primer for daf-2(e1370)          |
| A2948  | GAAGAAGACGACGACAAGACAGG                               | Genotyping primer for daf-16(mu86)          |
| A2967  | GGATCGTTACGTTGACGCCG                                  | Genotyping primer for daf-16(mu86)          |
| A2968  | GAACGAGTGATAGAGATAAGGTG                               | Genotyping primer for daf-16(mu86)          |
| A3534  | CAGAAATGCCCGCGATTTCG                                  | Genotyping primer for alg-2(ap426)          |
| A3535  | CACATCGAGCCAACTCAGATTTAAGTC                           | Genotyping primer for alg-2(ap426)          |
| A3642  | GTACTCGTCTCTCCGTCTCG                                  | Genotyping primer for daf-28(sa191)         |
| A3643  | GTGTAGTACTTACGTGGTTCACAGG                             | Genotyping primer for daf-28(sa191)         |
| A3456  | AGGCAGCCGATTACCTCGCTG                                 | Genotyping primer for mKate2::3xFLAG::Alg-2 |
| A3633  | CAAACCTAACCTTGCTCGC                                   | Genotyping primer for mKate2::3xFLAG::Alg-2 |
| A3169  | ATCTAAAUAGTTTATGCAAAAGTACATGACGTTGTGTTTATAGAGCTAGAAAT | sgRNA1 for PQ535                            |
| A3170  | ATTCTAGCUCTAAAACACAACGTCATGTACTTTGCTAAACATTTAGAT      | sgRNA1 for PQ535                            |
| A3171  | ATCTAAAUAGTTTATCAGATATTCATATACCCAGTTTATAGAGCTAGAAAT   | sgRNA2 for PQ535                            |
| A3172  | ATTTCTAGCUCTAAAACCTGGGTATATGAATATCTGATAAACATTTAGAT    | sgRNA2 for PQ535                            |
| A3173  | GGCTTAUCAGCAATGACTGAAGTCAAGG                          | alg-1 LRA for PQ353                         |
| A3174  | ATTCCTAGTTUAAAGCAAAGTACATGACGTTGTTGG                  | alg-1 LRA for PQ353                         |
| A3175  | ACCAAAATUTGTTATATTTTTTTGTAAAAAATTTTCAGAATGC           | alg-1 RRA for PQ353                         |
| A3176  | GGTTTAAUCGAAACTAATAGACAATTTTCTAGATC                   | alg-1 RRA for PQ353                         |
| A3177  | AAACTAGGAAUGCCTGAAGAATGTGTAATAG                       | Y45F10D.4 3'UTR for PQ535                   |
| A3178  | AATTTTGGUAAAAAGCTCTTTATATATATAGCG                     | Y45F10D.4 3'UTR for PQ535                   |
| A3185  | CTCTTTTATATATAGCGATTCTTATAACG                         | Genotyping primer for PQ535                 |
| A3203  | GACTGGTCAAACTATTGAGTGC                                | Genotyping primer for PQ535                 |
| A2855  | CCAGGGAGAACCACTACAAG                                  | Genotyping primer for PQ530                 |
| A1001  | GAGAGACCACATGGTCTTCTTG                                | Genotyping primer for PQ530                 |
| A3534  | CAGAAATGCCCGCGATTTCG                                  | Genotyping primer for PQ567                 |
| A3535  | CACATCGAGCCAACTCAGATTTAAGTC                           | Genotyping primer for PQ567                 |
| A3370  | ATCAGAUCTGCCGTTCTCCCTATAG                             | L4440 for RNAi                              |
| A3371  | ATCAAGCUTATCGATACCGTCGACC                             | L4440 for RNAi                              |
| A3374  | ATCTGAUGTCTCCAACACGGATTCTCTGC                         | alg-2 3'UTR for RNAi                        |
| A3375  | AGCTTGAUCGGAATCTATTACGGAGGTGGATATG                    | alg-2 3'UTR for RNAi                        |
| A2906  | CGAGAACC CGGAAATGTCGGA                                | pPCR primer for Y45F10.4                    |
| A2907  | CGGTTGCCAGGGAAGATGAGGC                                | pPCR primer for Y45F10.4                    |
| A2874  | AACCACAGAGCGCAACATCGTC                                | pPCR primer for alg-1                       |
| A2875  | GTGGCTCCAGATGTTGGAACAACCTG                            | pPCR primer for alg-1                       |
| A2920  | CTACGGATTCTTGCCATTTCACAGC                             | pPCR primer for alg-2                       |
| A2921  | GGGGAAGGAAAAACATGAAATCTCAGGG                          | pPCR primer for alg-2                       |

## SUPPLEMENTAL REFERENCES

- Dickinson DJ, Pani AM, Heppert JK, Higgins CD, Goldstein B. 2015. Streamlined Genome Engineering with a Self-Excising Drug Selection Cassette. *Genetics* **200**: 1035-1049.
- Nour-Eldin HH, Geu-Flores F, Halkier BA. 2010. USER cloning and USER fusion: the ideal cloning techniques for small and big laboratories. *Methods Mol Biol* **643**: 185-200.
- Tzur YB, Friedland AE, Nadarajan S, Church GM, Calarco JA, Colaiacovo MP. 2013. Heritable custom genomic modifications in *Caenorhabditis elegans* via a CRISPR-Cas9 system. *Genetics* **195**: 1181-1185.

How the deposited data were processed for this re-analysis (not part of the article)

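RNA from *alg-2(ok304)*, *alg-1(gk214)* and WT adults was sequenced by the authors at adult day 5, with 3 samples of each strain. According to the paper's methods, the authors prepared stranded total RNA libraries, mapped single-end reads to ce10 with RNA-STAR, counted reads per gene with HTSeq and compared each mutant with WT in DESeq. The authors deposited the log2-fold changes and the adjusted p-values of these 2 comparisons, each against the same WT samples. The p-values were adjusted by the authors, and the method of adjustment and the filter behind missing adjusted p-values are not named in the paper's text. Where the S3 Table rows could be compared with the deposited tables, 3998 entries were compared and 0 differed.

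No values of single samples were used, so the depth of the samples, the spread between replicates and confidence intervals could not be computed. The design set before the data were examined called for a test of counts or, on normalized values, limma. Neither was used, since the files hold comparisons only, and the authors' adjusted p-values were counted by direction instead, at a threshold of 0.05. Overlaps between the gene sets were tested here with one-sided exact hypergeometric tests over the 12046 identifiers with an adjusted p in both tables, which are those that could be called in both. Genes of the first annotation cluster of each part of S4 Table were looked up in the other mutant. Pearson's and Spearman's correlations were computed across identifiers, without a p-value.

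The alternatives were an adjusted p under 0.01 or 0.1, a minimum of 1.5-fold or 2-fold, a limit of 3-fold in place of 4-fold, identifiers collapsed to one per gene and all listed identifiers as the background of the overlaps. After the data were seen, a recentring of the *alg-1(gk214)* comparison and a background of the 20605 identifiers tested in *alg-1(gk214)* were added. For the recentring, the unadjusted p was recovered from the adjusted p and its rank, taking the adjustment as Benjamini-Hochberg, a standard error was derived from it by the normal distribution, the median log2-fold change of the identifiers tested in both mutants was subtracted, and the p-values were computed and adjusted again. This takes each log2-fold change as normally distributed around its true value, which the deposited tables cannot show. Where the unadjusted p was recovered as 1, no standard error could be derived, and the identifier was not called.

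Tested on 12000 simulated genes with an offset, the recentring moved the share of calls that were up from 18.1% to 50.6%, and it recovered 92.5% of 2000 changed genes. The simulated changes were split evenly between up and down, with a common offset, so an even share of calls follows from the setting. Uneven changes were not simulated, so the test does not show whether the median is the offset in *alg-1(gk214)*. In 300 simulated pairs of random gene sets, the hypergeometric test gave a p under 0.05 in 6.33%.

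The named genes were chosen by a rule set before the data were examined, as the genes the paper names for the RNA-seq or the longevity pathway, the 10 core insulin signaling genes, and in each comparison the 5 up- and the 5 down-regulated identifiers with the smallest adjusted p, of which a part is named. The identifiers were matched by their sequence names to the Ensembl annotation of WBcel235, used only for chromosomes, gene types, lengths and neighbors, because the assembly is not the authors' ce10. Of the identifiers with an adjusted p in both tables, 98.9% were matched. Seed sites in 3'UTRs, conserved miRNA target sites and the Class I and Class II gene lists were not analysed here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.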

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

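The tests with transcript length and with the identifiers tested in only one table were set before their results were seen. The tests on the *alg-2(ok304)* table, on autosomal germline genes and on neighboring genes were chosen after the patterns were seen.

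The paper does not report on chromosomes, and in *alg-1(gk214)* the X chromosome stood apart. Of the identifiers tested in both mutants, 1574 lie on X of WBcel235 and 10334 on the autosomes. Their median log2-fold changes in *alg-1(gk214)* were 0.11 and −0.42, a difference of 0.54. On X, 458 identifiers were up and 306 down (59.9% up), against 1296 up and 5083 down on the autosomes (20.3% up). Recentring shifts every gene alike and cannot move this difference. A property of the shared WT samples would appear in *alg-2(ok304)* too, where the difference was 0.032. Transcript length was tested over the identifiers tested in *alg-1(gk214)*, in 5 classes of annotated length with about as many identifiers each, and the difference was under 0.25 in 1 of the 5, that of the shortest transcripts. Among the identifiers with an adjusted p only in *alg-1(gk214)*, the difference was smaller, at 0.26, but which identifiers are in that set depends in part on their change. A candidate explanation is less germline RNA in the *alg-1(gk214)* animals. The 26 germline genes of a list written before the test, all of them autosomal, had a median log2-fold change of −0.84 against −0.42 for random autosomal lists, at percentile 0 of 10000 lists (p = 0.0002, two-sided permutation test, the smallest these draws can give). GC content and batches of the libraries were not tested, and the hypothesis cannot be told apart from them.

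Genes changed in *alg-2(ok304)* were direct neighbors more often than random placement gives. Among 11915 genes tested and placed on WBcel235, 212 were called, and 9 pairs of adjacent tested genes changed in the same direction, where random placement of the calls gave 1.97 pairs on average and at most 9 (p = 0.0002, one-sided permutation test with 10000 draws). The group with the largest falls is Y102A5C.36, Y102A5C.5 and Y102A5C.6 on chromosome V, of which Y102A5C.36 was chosen after its values were seen. The authors' deposited table gives them log2-fold changes of −7.20, −8.86 and −8.40 in *alg-2(ok304)*, and of −0.59, −0.63 and −0.70 in *alg-1(gk214)*. Of the 9 pairs, 6 also changed in the same direction in *alg-1(gk214)*, where small falls were common. The pair clec-223 and gly-20 is among the 6 and rose in both mutants. Its log2-fold changes were 4.67 and 1.38 in *alg-2(ok304)* and 2.70 and 0.46 in *alg-1(gk214)*. Common falls would not give this, nor would a genome difference of the *alg-2(ok304)* strain alone. The genes tag-344, fbxa-125 and B0511.11, chosen after their values were seen, have log2-fold changes of −2.31, −1.88 and −2.75 in *alg-2(ok304)* and of −2.04, −2.38 and −2.56 in *alg-1(gk214)* in the authors' deposited tables, and falls of similar size in both mutants would not come from a genome difference of the *alg-2(ok304)* strain alone. A local difference of the strain's genome may underlie a part of the 9 pairs, such as the Y102A5C group, but it cannot be told apart from neighboring genes that are regulated together or near-identical copies that share reads.

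The change against WT differed between the mutants for many genes. With standard errors recovered from the adjusted p-values, and without credit for the shared WT samples, the difference of the 2 log2-fold changes had an adjusted p under 0.05 for 5858 of 12046 identifiers (1263 higher in *alg-1(gk214)* and 4595 lower). After recentring the *alg-1(gk214)* comparison, the number was 3168, with 1874 higher and 1294 lower. A normalization offset could account for part of the 5858. An offset equal to the median would not account for the 3168. The size of any offset is not known, and subtracting the median itself raised the number higher in *alg-1(gk214)* from 1263 to 1874. Subtracting the median left 2837 of the 12046 identifiers up and 2706 down in *alg-1(gk214)*, an even split that the centring itself brings about, and 62.6% of the calls up over all identifiers tested in *alg-1(gk214)*. No biological explanation was tested.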

How the results depend on the processing

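The alternatives were set before the data were examined, except the recentring of *alg-1(gk214)* and the background of identifiers tested in *alg-1(gk214)*, which were chosen after seeing the data. The cause of the changes below was not tested.

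In *alg-2(ok304)*, 36 genes were up and 43 down at an adjusted p under 0.01, 139 and 260 at 0.1, and 13 and 49 with at least 2-fold change. With at least 1.5-fold, 40 were up. In *alg-1(gk214)*, at least 2-fold change left 801 genes down. Recentring left 2840 down, with 62.6% of the calls up in place of 35.7%. The genes down at least 4-fold were 67 after recentring, and 240 when 3-fold was enough. Without a limit on the adjusted p, 1895 were up at least 4-fold. The other counts were within 1.5 times the main count. Collapsing identifiers to one per gene touches 2 genes only and cannot test the counts.

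The overlap of up-regulated genes, 1.08-fold over expectation, passed the threshold with all listed identifiers as background (2.07-fold) and after recentring (1.57-fold), and not under the other alternatives. That of down-regulated genes fell short of it at an adjusted p under 0.01 (1.30-fold), and passed it under the other alternatives. At 0.1, 99 genes changed in opposite directions, fewer than the 109.2 expected there. The correlation of 0.0779 was 0.127 over identifiers called in *alg-2(ok304)*, and 0.127 as Spearman's rho.

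Among named genes in *alg-1(gk214)*, recentring turned log2-fold changes below 0 into 0.35 for *alg-2*, 0.20 for *pqm-1*, 0.35 for *ist-1*, 0.27 for *akt-2* and 0.23 for *daf-16*. These changes were not significant before, and after recentring that of *alg-2* was (adjusted p = 0.0367). Before recentring, *alg-2* had a log2-fold change of −0.01 (adjusted p = 0.986). The standard error recovered from such values is poorly determined, so this significance is not reliable. Another 7 genes lost significance. Over the named genes in both mutants, a limit of 0.01 cost 4 calls, most of them in *alg-2(ok304)*, and a limit of 0.1 added 1, also in *alg-2(ok304)*.

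No paired analysis was possible because the strains share replicate numbers but the deposited tables carry no values of single samples. For the same reason, other tests of counts or normalized values, leaving out replicates and other splits of the samples were not run. The seed site alternatives were not run either. The unknown depth limits what the missing adjusted p-values of *alg-2(ok304)* can show.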

Differences from the paper's values

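For the genes down in both mutants, the paper's S5 Table gives an expected overlap of 38.0 genes and a 2.39-fold excess, against 60.1 genes and 1.51-fold here. Of the alternatives set before the data were examined, a minimum of 1.5-fold brought both measures within 1.5 times the paper's (31.4 expected, 2.01-fold), with an overlap of 63 genes in place of the paper's 91. An adjusted p under 0.1 brought the fold within 1.5 times the paper's (1.65-fold) but not the expected overlap (124), with an overlap of 204 genes. An adjusted p under 0.01 (17.7 expected, 1.30-fold), all listed identifiers as background (18.6 expected, 4.90-fold) and collapsed identifiers (60.1 expected, 1.51-fold) did not. With the 20605 identifiers tested in *alg-1(gk214)* as background, which was chosen after seeing the values, 37.1 genes would be expected (2.46-fold) for the same overlap of 91. With the recentred *alg-1(gk214)* comparison, also chosen after seeing the values, 29.9 would be expected (1.61-fold), with an overlap of 48 genes. The paper's S5 Table uses 3187 genes up in *alg-1(gk214)*, where the authors' deposited table and the paper's text have 3184.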

Other observations

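The tests on opposite directions, on the overlap of down-regulated genes and on Y45F10D.4 were chosen after the results were seen, and the others before.

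Genes called down in *alg-1(gk214)* were more numerous than genes called up, but had a smaller median change among the calls. An offset in normalization was tested by subtracting the median log2-fold change of the identifiers tested in both mutants, −0.36, after which 62.6% of all calls were up. Among the identifiers tested in both mutants, the share was 51.2%, which the centring itself brings about, and among those tested in *alg-1(gk214)* only it was 93.4%, in a set that genes can enter because they rose. The pattern cannot be told apart from an offset. With a bias for transcript length, the share of calls that are up should differ between short and long transcripts, and between the shortest and the longest of 5 length classes it differed by 1.02 percentage points. Over the 5 classes the share ranged from 31.1% to 37.5%, without a steady trend with length. A hypothesis is that the *alg-1(gk214)* animals held less germline RNA relative to other tissues. The 26 germline genes had a median log2-fold change of −0.84 against −0.36 for random lists, at percentile 0 of 10000 lists (adjusted p = 0.0005, permutation test over 10 tests), with 26 of 26 below 0 and 18 called down. More neuronal RNA could be part of the same pattern. The median of the neuronal genes was 1.11, at percentile 100, but 17 of the 24 genes had a value, which is 70.8% and too few, so this check is void. In *alg-2(ok304)* the neuronal genes also had a median above 0, at 0.18, with 16 of 17 above 0. The check is void there for the same reason. Genes of one list are not independent, and the lists could not be matched on expression.

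Other lists gave the following medians. The 29 sperm genes with a value had a median log2-fold change of −1.19 in *alg-2(ok304)*, with 29 of 29 below 0 (adjusted p = 0.0005, permutation test over 10 tests), and of 0.06 in *alg-1(gk214)* (adjusted p = 0.0646, same permutation test). In *alg-2(ok304)* 0 of the 29 were called and 0 had an unadjusted p under 0.05, and most are near-identical copies of one family whose reads the counting can split, so they do not count as separate genes. The 12 intestinal genes had a median of 0.29 in *alg-2(ok304)*, with 10 of 12 above 0 (adjusted p = 0.0005, permutation test), and of −0.42 in *alg-1(gk214)* (adjusted p = 0.739, permutation test). In *alg-2(ok304)* 0 of them were called and 1 had an unadjusted p under 0.05, and several are vitellogenin genes with similar copies that can share reads. The 11 body wall muscle genes had a median of 0.49 in *alg-1(gk214)*, with 10 of 11 above 0 (adjusted p = 0.035, permutation test), and of 0.11 in *alg-2(ok304)* (adjusted p = 0.184, permutation test). An adjusted p of 0.0005 is the smallest that these draws gave.

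Opposite regulation of a shared set of genes by the 2 Argonautes would place more genes than expected in at least 1 of the opposite classes. Genes down in *alg-1(gk214)* and up in *alg-2(ok304)* numbered 44 against 36.6 expected (1.20-fold, p = 0.0612, one-sided exact hypergeometric test), and genes up in *alg-1(gk214)* and down in *alg-2(ok304)* were fewer than expected, at 0.66-fold. These counts do not decide whether such a set exists. The shared set of down-regulated genes was 1.51-fold over expectation among identifiers tested in both mutants, so that a fall of most well detected genes in *alg-1(gk214)* does not account for all of it. Reads of the shared WT samples may add to it. Over the 4251 identifiers with an adjusted p of 0.1 or more in both tables, the log2-fold changes had an r of 0.0754, which small changes common to both mutants would give too.

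Longer 3'UTRs were tested as a source of the paper's seed enrichment. The median annotated 3'UTR in WBcel235 was 171 bases for genes up in *alg-1(gk214)*, 161 for genes down and 106 for unchanged genes. Sites placed at one rate per base would give genes up in *alg-1(gk214)* 1.21-fold more miR-71 sites than other genes, where the paper's S5 Table counts give 1.85-fold. Both folds are against all other genes, while the legend of Fig 4D names unchanged genes, whose 3'UTRs were the shortest. For lin-4 the length alone gave 1.26-fold against 2.56-fold from the paper's counts, and for miR-239 it gave 1.25-fold against 1.22-fold. At one rate per base, length thus gave less than the paper's counts for lin-4 and miR-71. Length is not excluded by this, since no seed sites were counted and the 3'UTRs are those of WBcel235. Base composition was not tested.

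The gene Y45F10D.4, which the paper's methods use to normalize mRNA levels in quantitative RT-PCR, has a log2-fold change of −0.79 in *alg-1(gk214)* in the authors' deposited table (adjusted p = 9.45e-08) and of −0.42 in *alg-2(ok304)* (adjusted p = 0.0909). The quantitative RT-PCR of mRNA in Fig 1F compares ages in the *spe-9(hc88)* strain and not these mutants, so these values do not bear on it. If a normalization offset equal to the median were the cause, the fall of Y45F10D.4 in *alg-1(gk214)* should vanish relative to the median. It was −0.43 there (adjusted p = 0.00822). The size of any offset is not known, so a larger one is not excluded. The mRNA of *alg-1* has a log2-fold change of 0.32 in *alg-2(ok304)* in the authors' deposited table (adjusted p = 0.458).

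In *alg-2(ok304)*, 6485 identifiers are listed at a log2-fold change of exactly 0 in the authors' deposited table. In *alg-1(gk214)*, 3621 of them were above 0, 0 were below and 2864 were also at 0. If such identifiers had reads only in the mutant that the comparison leaves out, all would be above 0 in the other mutant, so that the 2864 are left unexplained. Whether the authors' comparisons held only these 9 samples could not be checked. In *alg-1(gk214)*, 88 of the 6485 were called.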
